# Hepatic mRNA, microRNA, and miR-34a-Target responses in mice after 28 days exposure to doses of benzo(a)pyrene that elicit DNA damage and mutation

**DOI:** 10.1002/em.20668

**Published:** 2011-10

**Authors:** Amal I Malik, Andrew Williams, Christine L Lemieux, Paul A White, Carole L Yauk

**Keywords:** DNA adducts, LacZ mutation, toxicogenomics, Apoptosis, P53, MiR-34a

## Abstract

Benzo(a)pyrene (BaP) is a mutagenic carcinogen that is ubiquitous in our environment. To better understand the toxic effects of BaP and to explore the relationship between toxicity and toxicogenomics profiles, we assessed global mRNA and microRNA (miRNA) expression in Muta™Mouse. Adult male mice were exposed by oral gavage to 25, 50, and 75 mg/kg/day BaP for 28 days. Liver tissue was collected 3 days following the last treatment. Initially, we established that exposure to BaP led to the formation of hepatic DNA adducts and mutations in the *lac*Z transgene of the Muta™Mouse. We then analyzed hepatic gene expression profiles. Microarray analysis of liver samples revealed 134 differentially expressed transcripts (adjusted *P* < 0.05; fold changes > 1.5). The mRNAs most affected were involved in xenobiotic metabolism, immune response, and the downstream targets of p53. In this study, we found a significant 2.0 and 3.6-fold increase following exposure to 50 and 75 mg/kg/day BaP, respectively, relative to controls for miR-34a. This miRNA is involved in p53 response. No other significant changes in miRNAs were observed. The protein levels of five experimentally confirmed miR-34a targets were examined, and no major down-regulation was present. The results suggest that liver miRNAs are largely unresponsive to BaP doses that cause both DNA adducts and mutations. In summary, the validated miRNA and mRNA expression profiles following 28 day BaP exposure reflect a DNA damage response and effects on the cell cycle, consistent with the observed increases in DNA adducts and mutations. Environ. Mol. Mutagen., 2012. © 2011 Crown in the right of Canada

## INTRODUCTION

Benzo(a)pyrene (BaP) is a well-characterized environmental carcinogen that is a constituent of combustion emissions. BaP is metabolized by cytochrome P450s to generate two dozen metabolites, including BaP-7,8-diol-9,10-epoxide (BPDE) [Shimizu et al.,^2000^]. Early steps of BaP activation include binding to the aryl hydrocarbon receptor (AhR), leading to its translocation into the nucleus and subsequent heterodimerization with the AhR-nuclear translocator (Arnt). The active transcription factor composed of AhR and Arnt bind to xenobiotic-responsive elements in the promoters of various genes including a number of the cytochrome P450s, leading to the metabolic activation of BaP [Okey et al.,^1994^; Hankinson,^2005^; Nebert and Dalton,^2006^; Uno et al.,^2006^]. Since the discovery of the role of BPDE as the primary metabolite interacting with DNA by Sims et al. [1974], a large body of research has explored the mechanisms involved in BaP induced/mediated carcinogenicity. The bulk of this work demonstrates that BPDE forms DNA adducts that can ultimately result in G:C to A:T transition mutations, potentially leading to the initiation of tumor formation [Phillips,^1983^; Stansbury et al.,^1994^; Nebert and Dalton,^2006^].

The field of toxicogenomics provides an improved ability to elucidate the mechanisms of toxicological responses to BaP exposure, as well as reveal potentially novel modes of action and adverse health effects. Toxicogenomics studies generally examine global mRNA expression profiles following exposure to toxic chemicals, with the assumption that mRNA levels are correlated with protein abundance. These studies are sometimes imprecise as protein and mRNA levels are not always well correlated [Hudder and Novak,^2008^]. Post-transcriptional regulation by microRNAs (miRNAs) is one process that is implicated in this discrepancy. MiRNAs are small noncoding RNAs that are estimated to regulate up to 30% of all human genes [Sun and Tsao,^2008^; Wang et al.,^2008^]. MiRNAs regulate gene expression by binding to the 3′untranslated region of target mRNAs resulting in translation suppression or degradation of the target mRNA [Sun and Tsao,^2008^; Lynam-Lennon et al.,^2009^]. Since their discovery, miRNAs have been shown to play a role in virtually every cellular process, and have been associated with various diseases including cancer, Alzheimer's, viral infections, and endocrine disregulation (for review see [Hudder and Novak,^2008^] and [Singh et al.,^2008^]). In addition, various studies have argued for a major role for miRNAs in response to environmental stressors, chemicals, and toxins (reviewed in [Lema and Cunningham,^2010^]), as well as a role in the DNA damage response and in regulating enzymes involved in xenobiotic metabolism such as cytochrome P450s (reviewed in [Hudder and Novak,^2008^]). Thus, we hypothesize that exposure to a DNA-damaging chemical like BaP will alter both mRNAs and miRNAs associated with DNA damage, xenobiotic metabolism, and AhR signaling.

A challenge in profiling miRNAs is determining the appropriate exposure dose and time point for sampling. For example, Li et al. [2010] treated female Big Blue mice with a single acute dose (120 mg/kg) of the model genotoxic carcinogen *N*-ethyl-*N*-nitrosourea (ENU). The authors sampled 1, 3, 7, 15, 30, and 120 days after the exposure and found that hepatic miRNA expression changed over time, with a maximum response 7 and 15 days after the exposure. In contrast, Yauk et al. [2010] exposed male mice to a 150 mg/kg of another genotoxic carcinogen, BaP, for 3 days and found no evidence of changes in hepatic miRNAs 4 or 24 hr later, despite widespread changes in mRNA expression. Thus, while the data in the study suggest lack of induction of AhR-mediated miRNAs in mouse liver following BaP treatment, lack of miRNA response to DNA damage may be explained by insufficient postexposure time for the expression changes in miRNAs to be measurable.

This study examines the hypothesis that longer term exposure to highly mutagenic doses of BaP elicit liver toxicity and DNA damage in parallel with perturbations in mRNA and miRNA expression. We examined animals exposed to three doses of BaP (25, 50, and 75 mg/kg/day BaP) and expanded the exposure period to 28 days. The doses selected in this study were based on a literature review of transgenic rodent mutation assays; doses were selected that elicited a significant increase in transgene mutations in the liver [Lambert et al.,^2005^]. The Muta™ Mouse transgene mutation assay was used, and DNA adducts were quantified to confirm delivery of a mutagenic dose of BaP to the liver. We also assessed changes in selected proteins to determine if activated miRNAs play a role in mediating hepatic protein expression following murine BaP exposure. The results provide insight into the role of miRNAs in response to DNA adducts and mutation, and the mechanism of action of BaP.

## MATERIALS AND METHODS

### Animal Treatment

Male Muta™Mice (transgenic mouse strain 40.6; 25 weeks of age) were individually housed in a plastic film isolator (Harlan Isotec, UK) on a 12 hr light/12 hr dark cycle. Food (2014 Teklad Global standard rodent diet) and water were available ad libitum for the duration of the experiment. Animals were dosed daily via oral gavage for 28 days with BaP dissolved in olive oil (25, 50, and 75 mg/kg body weight/day). BaP was purchased from Sigma-Aldrich (Oakville, ON, Canada). Each dose group contained five animals; five animals were also dosed with olive oil as vehicle controls. Mice were sacrificed by cardiac puncture under isofluorane anaesthesia 3 days after the last dose. Liver was excised, flash-frozen in liquid nitrogen, and stored at −80°C until use. Mice were bred and maintained under conditions approved by the Health Canada Animal Care Committee.

### DNA Adduct Analysis

Genomic DNA was isolated from liver in order to examine the extent of DNA adduct formation. Liver tissue was thawed and homogenized on ice in 7 ml TMST buffer (50 mM Tris pH 7.6, 3 mM Magnesium Acetate, 0.2% (v/v), 250 mM Sucrose, 0.2% (v/v) Triton X-100). The liver homogenate was centrifuged for 6 min at 800 g (4°C), the supernatant was discarded, and the pellet was again washed twice with TMST buffer. The pellet was suspended in 5 ml lysis buffer (10 mM Tris pH 7.6, 10 mM EDTA, 150 mM NaCl, 1% (w/v) SDS and 1 mg/ml proteinase K (≥20 Units/mg). The liver homogenate was incubated overnight at 37°C. The following day, genomic DNA was isolated by phenol/choloroform extraction as described in [Douglas et al.,^1994^; Vijg and Douglas,^1996^]. Isolated DNA was dissolved in 100 μl TE buffer (10 mM Tris pH 7.6, 1 mM EDTA) and stored at 4°C until use.

DNA adducts were measured using the nuclease P1 digestion enrichment version of the ^32^P-postlabeling assay [Phillips and Arlt,^2007^]. All enzymes and chemicals used for this assay were purchased from sources previously described in [Phillips and Arlt,^2007^]. DNA (4 μg) was digested with micrococcal nuclease (120 mUnits) and calf spleen phosphodiesterase (40 mUnits), enriched with Nuclease P1, and labeled with [γ-^32^P]ATP as previously described [Phillips and Arlt,^2007^]. Enriched and labeled DNA samples were spotted onto polyethyleneimine-cellulose thin layer chromatography (TLC) plates and were separated chromatographically under the following conditions [Arlt et al.,^2008^]: D1, 1.0 M sodium phosphate, pH 6; D3, 4 M lithium-formate, 7 M urea, pH 3.5; D4, 0.8 M LiCl, 0.5 M Tris, 8.5 M urea, pH 8. TLC plates were scanned using a Packard Instant Imager (Dowers Grove, IL) and DNA adduct levels were calculated from the adduct cpm, the specific activity of ATP and the amount of DNA (pmol of DNA-P) used. A BaP diol-epoxide-DNA standard was used to identify B(a)P-DNA adducts [Phillips and Castegnaro,^1999^]. Results are expressed as DNA adducts/10^8^ nucleotides.

### LacZ Mutant Frequency

The frequency of *lacZ* transgene mutants in genomic DNA isolated from liver was measured using the P-Gal positive selection assay as previously described [Vijg and Douglas,^1996^; Lambert et al.,^2005^]. λgt10*lacZ* DNA was rescued from genomic DNA using the Transpack™ lambda packaging system (Stratagene, La Jolla, CA). Packaged phage particles were then mixed with the host bacterium (*Escherichia colilacZ^-^*, *galE^-^*, *recA^-^*, pAA119 with *galT* and *galK* [Gossen et al.,^1992^]), plated on minimal medium containing 0.3% (w/v) P-Gal and incubated overnight at 37°C. Total plaque-forming units (pfu) were measured on concurrent titers that did not contain P-Gal. Mutant frequency is expressed as the ratio of mutant pfu to total pfu. Mutant frequency data were analyzed using Poisson Regression in SAS v.9.1 (SAS Institute, Cary, NC). The data were fit to the model log(*E*(*Y*_*i*_)) = log *t*_*i*_ + íx*_i_*, where *E*(*Y*_*i*_) is the expected value for the *i*th observation, í is the vector of regressions coefficients, **x***_i_* is a vector of covariates for the *i*th observation, and *t*_*i*_ is the offset variable used to account for differences in observation count period (i.e., pfu). The offset (i.e., natural log of pfu) was given a constant coefficient of 1.0 for each observation, and log-linear relationships between mutant count and test article concentration were specified by a natural log link function. Type 1, or sequential analysis, was used to examine the statistical significance of the BaP treatment, and custom contrasts were used to evaluate the significance of responses at each dose.

### Total RNA Isolation

Total RNA was extracted as described previously [Yauk et al., 2010]. Briefly, total RNA was extracted from liver samples and purified using TRIzol reagent (Invitrogen, Carlsbad, CA) and RNeasy Mini Kits (Qiagen, Mississauga, ON, Canada), respectively. An RNase-Free DNase kit was used for DNase treatment according to the manufacturer's instructions (Qiagen, Mississauga, ON, Canada). All RNA samples showed A_260/280_ ratios between 2.0 and 2.1 and A_260/230_ ratios between 1.8 and 2.3. RNA integrity was also determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Mississauga, ON, Canada). Samples with RNA integrity numbers (RIN) between 7.5 and 9 were used for analysis.

### miRNA Isolation

Total RNA enriched in small RNA species was isolated from liver samples using mirVana miRNA Isolation kits (Ambion, Streetsville, ON, Canada) according to the manufacturer's recommendations. All RNA samples showed A_260/280_ ratios between 2.0 and 2.1 and A_260/230_ rations between 1.8 and 2.1. RNA integrity was also determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Mississauga, ON, Canada). Samples with RINs between 8.3 and 9.4 were used for analysis.

### mRNA Microarray Hybridization

Total RNA (200 ng) from 5 mice per treatment group (control, 25 mg/kg, 50 mg/kg, and 75 mg/kg) and universal reference total RNA (Stratagene, Mississauga, ON, Canada) were each used individually to synthesize double stranded cDNA. Agilent Linear Amplification kits and cyanine dye (Agilent Tech, Mississauga, ON, Canada) were used for the cDNA synthesis and cRNA labeling (treatment samples with Cyanine 5-CTP and reference RNA with Cyanine 3-CTP), respectively. The experiments were conducted according to the manufacturer's instructions. Cyanine-labeled cRNA targets were transcribed in vitro using T7 RNA polymerase and purified by RNeasy Mini Kit (Qiagen, Mississauga, ON, Canada). Hybridization was performed using the Agilent SureHyb hybridization chamber overnight at 60°C on Agilent mouse oligonucleotide microarrays (Agilent Technology, Mississauga, ON, Canada). Each slide contained four arrays with 45,220 features. Arrays were washed and scanned (using an Agilent G2505B scanner) according to the manufacturer's recommendations. Feature Extraction software version 10.7.3.1 (Agilent Technology) was used to extract the data.

### miRNA Microarray Hybridization

MirVana RNA samples (100 ng) from five control and five mice per treatment group (25, 50, and 75 mg/kg/day) were individually labeled using Agilent's miRNA complete labeling and Hybridization Kit (Agilent Tech, Mississauga, ON, Canada). Labeling, hybridization, and washing were conducted as described previously [Yauk et al., 2010]. Briefly, samples were dephosphorylated using calf intestinal phosphatase for 30 min at 37°C. Samples were then denatured using 100% DMSO before labeling with cyanine 3-pCp. Each labeled sample was hybridized on Agilent mouse miRNA array slides containing eight arrays with 15,744 features (Agilent Tech, Mississauga, ON, Canada). Hybridization was carried out overnight at 55°C. Arrays were washed according to manufacturer's protocol then scanned using an Agilent G2505B scanner. The data were extracted using Feature Extraction software version 10.7.3.1.

### Microarray Analysis

#### mRNA Expression Microarray Analysis

A reference design [Kerr and Churchill,^2001^, ^2007^] was used to analyze mRNA expression microarray data. The background fluorescence was measured using the negative control (-)3xSLv1 probes; probes with median signal intensities less than the trimmed mean (trim = 5%) plus three trimmed standard deviations of the (-)3xSLv1 probe were flagged as absent (within the background signal). Data were normalized using LOWESS [Yang et al.,^2002^] in R [reference]. Ratio intensity plots and heat maps for the raw and normalized data were constructed to identify outliers. One sample was removed from the analysis based on clustering. Differentially expressed transcripts (upregulated or downregulated relative to olive oil treated control animal liver samples) were determined using the MAANOVA library [Wu et al.,^2003^] in R. The statistical model included fixed effects of array and treatment condition and was applied to the log 2 of the absolute intensities. The Fs statistic [Cui et al.,^2005^] was used to test for treatment effects. The *P*-values for all statistical tests were estimated by the permutation method using residual shuffling, followed by adjustment for multiple comparisons using the false discovery rate (FDR) approach [Benjamini and Hochberg,^1995^]. The fold change calculations were based on the least-square means [Goodnight and Harvey,^1978^; Searle et al.,^1980^]. Significant genes were selected based on a FDR-adjusted *P*-value < 0.05 for any BaP exposed versus control contrast. Probes were considered present if at least four of the five samples within a condition had signal intensities greater than three trimmed SDs above the trimmed mean of the (-)3xSLv1 probes (background signal).

#### miRNA Microarray Analysis

Nonbackground subtracted raw data were cyclic lowess normalized [Bolstad et al.,^2003^]. Technical replicate probes were averaged using the median signal intensity. Boxplots and cluster analyses were used to identify potential outliers (i.e., poor quality chips). This quality control check resulted in the elimination of two arrays from the analysis. Identification of differentially expressed miRNAs was carried out at the probe level as well as the miRNA level (i.e., there were multiple replicate probes for the individual miRNAs). The MAANOVA model [Wu et al.,^2003^] included the slide as a block effect as each slide could accommodate eight samples. The Fs statistic [Cui et al.,^2005^] was used to test for differences between the controls and BaP treated samples. Permutation *P*-values obtained using residual shuffling were estimated and then FDR-adjusted [Benjamini and Hochberg,^1995^]. Least-square means were used to estimate the fold-change for each comparison. Significant miRNAs were selected using the 0.05 significance level for the FDR corrected p-values. Probes were considered present if at least four of five samples within a condition had signal intensities above the background. Cluster analysis of miRNA data was done using the Multivariate Analysis of microarray data using ADE4 [Culhane et al.,^2005^].

#### Pathway Specific RT-PCR Validation

P53 pathway focused mRNA expression profiling, using RT-PCR, was performed according to the manufacturer's recommendations (SABiosciences, Frederick, MD-cat#PAMM-027D). Total RNA (0.5 μg per sample) was reverse transcribed and real-time PCR was performed using a CFX96 real-time detection system (Bio-Rad, Mississauga, ON, Canada). *C*_t_ values for each well were normalized to the *Hprt1* reference mRNA. Transcripts were further normalized by subtracting the median delta *C*_t_ value for each sample. Differential expression was determined with a two sample bootstrap test [Higgins,^2004^] using the R software. The resulting *P*-values were then FDR-adjusted [Benjamini and Hochberg,^1995^], and the fold change was estimated using the ratio of the arithmetic mean of the treated samples to the mean of the control samples. Standard errors for the fold change values were estimated using the bootstrap test [Efron et al.,^1993^].

#### RT-PCR Validation of miRNA

The expression of miR-34a was validated using the Qiagen miScript PCR system. The procedure was performed according to the manufacturer's recommendations (Qiagen, Mississauga, ON, Canada). One μg total RNA (Ambion miRNA isolation) per sample was polyadenylated before reverse transcription, and real-time PCR was performed in duplicate for each sample using the CFX96 real-time detection system (Bio-Rad, Mississauga, ON, Canada). Expression levels of miR-34a were normalized to reference RNU1 expression. Statistical analysis of control and BaP treated samples was by Student's t-test.

#### Bioinformatics

All mRNA and miRNA microarray data (normalized and raw) have been deposited in the NCBI Gene Expression Omnibus database under accession number GSE24910. Following normalization, differentially expressed mRNAs were imported into Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA), the Database for Annotation, Visualization and Integrated Discovery, and KEGG pathway for identification of significantly enriched pathways.

#### Western Blot Analysis

Immunoblotting was performed as described previously [Malik and Storey,^2009^] with minor changes. Briefly, samples of frozen tissues were quickly weighed and homogenized 1:10 (w:v) with radioimmunoprecipitation assay buffer (Thermo Scientific, Rockford, IL) and a 1:1,000 (v/v) aliquot of Sigma Protease Inhibitor Cocktail (Sigma-Aldrich, Oakville, ON, Canada). Soluble protein concentration was quantified using the Pierce bovine serum albumin protein assay (Thermo scientific, Rockford, IL). Samples were then adjusted to a set protein concentration by dilution with RIPA buffer and mixed 1:2 (v/v) with SDS-PAGE loading buffer (Bio-Rad, Mississauga, ON, Canada). Equal amounts of protein were separated by SDS-PAGE on 10%–12% polyacrylamide gels and were transferred onto a polyvinylidene fluoride (Millipore, Billerica, MA) membrane by wet transfer. Membranes were probed with primary antibodies against Bcl2 (1:1,000; Cell Signaling Technology, Danvers, MA), Cyclin D1 (1:1,000; Cell Signaling Technology), β-actin (1:2,000; Cell Signaling Technology) E2f3 (1:400; Santa Cruz Biotechnology, Santa Cruz, CA), Cyclin E2 (1:400; Santa Cruz Biotechnology) and Cdk6 (1:400; Santa Cruz Biotechnology). Membranes were incubated with secondary antibody (1:20,000; Assay Designs, Ann Arbor, MI) for 30 min. Immunoreactive bands were visualized by enhanced chemiluminescence (Millipore Billerica, MA). Signals were quantified using image lab software version 3.0 build 11 (Bio-Rad, Mississauga, ON, Canada) and normalized relative to β-actin.

## RESULTS

Exposure to 25, 50, and 75 mg/kg/day BaP for 28 days caused no overt signs of toxicity in any of the animals on necropsy, and no animals exhibited significant weight loss compared with control (data not shown).

### DNA Adducts

All liver tissues obtained from BaP-exposed animals contained DNA adducts as measured using the ^32^P-postlabeling method. There was an overall effect of BaP dose on the level of DNA adducts (Fig 1; ANOVA *P* < 0.0001). Also, the level of adducts was significantly increased compared to control for all three dose groups (one-way Dunnett test, *P* < 0.05). The main adduct detected was identified as dG-N^2^-BPDE (BaP-7,8-diol-9,10-epoxide-N^2^-deoxyguanosine) using an external BaP diol-epoxide-DNA standard.

**Fig 1:**
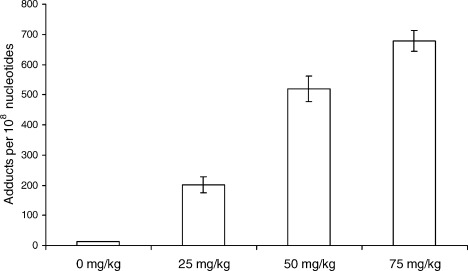
Relative Adduct Labeling (RAL) of DNA adducts measured in the liver of BaP-exposed Muta™Mouse. Error bars represent standard error of the mean of five mice.

### LacZ Mutagenicity Assessment

A dose-dependent increase in mutant frequency was observed in the livers of BaP-treated animals (35.6-fold above control at the highest dose tested; Poisson regression chi-square analysis for BaP concentration effect = 237.95, *P* < 0.0001). Moreover, statistically significant increases in mutant frequency were observed at each BaP dose relative to control (Fig 2; *P* < 0.01). Pearson correlation analysis revealed a strong correlation between mutant frequency and DNA adducts (*r* > 0.964, *P* < 0.05). The DNA adduct and transgene mutation results confirmed effective delivery of BaP to the liver for all three doses examined.

**Fig 2:**
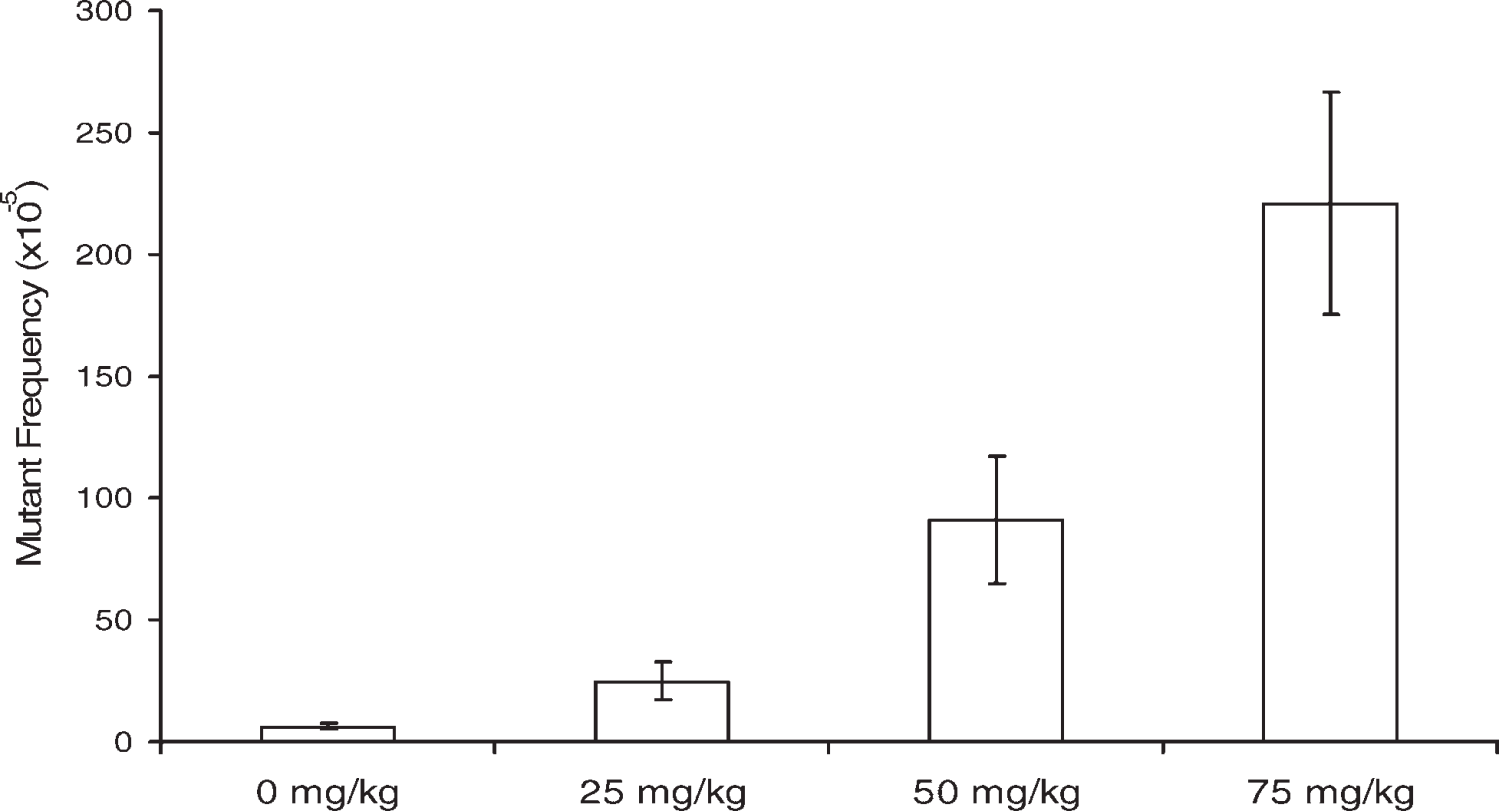
Mutant Frequency of the *lacZ* transgene in liver of BaP-treated Muta™Mouse. Error bars represent standard error of the mean of five mice.

### mRNA Expression

The two lowest doses elicited only minor changes in mRNA expression using our conservative statistical threshold. 

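Liver RNA was taken from 20 male Muta™Mouse animals, 5 given olive oil and 5 at each dose of BaP (25, 50 or 75 mg/kg/day), by daily gavage over 28 days. Each sample was labeled with Cyanine 5 and hybridized to 1 array together with Cyanine 3-labeled universal mouse reference RNA. The authors extracted the median brightness of each spot in both channels, an intensity on a linear scale without normalization, for 45018 features per array. They also made log2 ratios of liver over reference, normalized by LOWESS within each array. For the values given here, the median intensities were background corrected with normexp (offset 50), normalized by loess within each array, expressed as the log2 ratio of liver over reference and averaged over the spots of a probe, which gave 41174 probes. Across probes, which are not independent replicates, these ratios correlated with those of the authors at r between 0.994 and 0.996 in the 20 arrays. A probe was called present when its liver signal exceeded the trimmed mean plus 3 trimmed SDs of the 153 negative control spots in at least 4 of the 5 arrays of at least 1 group, and 27346 probes passed. Each dose was compared with the control in a single limma model of the 20 arrays (two-sided), and a transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Between 51.9 and 67.5% of the spots on an array were well above background in the liver channel, and the median liver signal was 1.29 to 1.72 times its background. The number of arrays limits the precision, and the median SD of a probe between arrays of a group was 0.21 on the log2 scale. When 200 of 27064 probes were given a known change at the highest dose in simulated data with these groups, 160 were recovered with 1 wrong call. The simulated values were independent and held no differences between slides, so wrong calls in the real arrays can be more. Over 100 splits of the real control and 75 mg/kg/day arrays, the median count called was 0, but a split other than the real one called 289. The arrays lay on 6 slides. All 5 arrays of the 25 mg/kg/day group were at position 2 of their slide and all 5 of the 75 mg/kg/day group at position 4, while 4 of the 5 control arrays were at position 1 and 4 of the 5 arrays of the 50 mg/kg/day group at position 3. Dose and position on the slide therefore coincide almost wholly.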

MAANOVA analysis revealed differential expression of two up-regulated and four down-regulated transcripts with fold-change > 1.5 (FDR-adjusted *P* < 0.05) in the 25 mg/kg/day BaP treatment group (Supporting Information Table I). 

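At 25 mg/kg/day, limma called 0 of the present probes higher and 0 lower than in the controls, and an Fs statistic with residual shuffling also called 0. An unadjusted p under 0.05 was reached by 2136 probes, where 1367 are expected by chance, and 216 probes had a fold change over 1.5 at any p. For 332 probes (1.21%) all 5 exposed arrays lay on the same side of all 5 control arrays, where chance gives 0.794%. Leaving out control replicate 3 gave 2 lower transcripts, *Igtp* at a log2 fold change of -1.15 and *Isg15* at -1.05, both at an adjusted p of 0.0245 from limma. These genes were chosen after their values were seen, and leaving out any other single array gave 0 calls at this dose. Both genes are also listed at this dose in the paper's Supporting Information Table I, from the same samples.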

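At 50 mg/kg/day BaP, 0 transcripts were called in either direction by limma or by the Fs statistic. An unadjusted p under 0.05 was found for 1830 probes, and 223 probes (0.816%) separated all exposed from all control arrays. The largest count under another setting was 4 higher transcripts, reached in 2 ways. With the signals that the scanner software had background subtracted and dye normalized, they were *Ltc4s*, *Eda2r*, a dim probe of *Cyp3a44* and a transcript without a gene symbol, at adjusted p between 0.0257 and 0.0377. With the adjustment made over the 3 contrasts together, they were *H2-Ab1*, *Adamtsl2*, *Marco* and *Mmrn2*. With slide as a block, 3 transcripts were called, *H2-Ab1*, *Ushbp1* and *Marco*. *Eda2r*, *H2-Ab1*, *Adamtsl2*, *Mmrn2* and *Ushbp1* were chosen after their values were seen. Of the genes called in these settings, *Ltc4s*, *Marco*, *Mmrn2* and *H2-Ab1* are listed at this dose in the paper's Supporting Information Table I, from the same samples.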

Seven transcripts were up-regulated in response to 50 mg/kg/day BaP treatment (FDR-adjusted *P* < 0.05 and fold-change > 1.5). Exposure to the highest dose (75 mg/kg/day) had a major effect on mRNA expression with 105 up-regulated and 16 down-regulated genes with fold-change > 1.5 (FDR-adjusted *P* < 0.05; Supporting Information Table I). 

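In the highest dose group (75 mg/kg/day), limma called 36 transcripts of 32 genes higher and 1 transcript lower, and 42 transcripts passed the adjusted p without the fold change limit. An unadjusted p under 0.05 was found for 3065 probes. For 34 of the 37 called transcripts, all 5 exposed arrays lay beyond all 5 controls. The count moved most when the control and 75 mg/kg/day arrays alone entered the model, which left 5 higher and 0 lower transcripts, all 5 among the 37. The background-subtracted signals of the scanner software gave 56 higher and 6 lower, with 27 of the 37 among them, and the Fs statistic called 24 higher and 0 lower. With each array left out in turn, between 25 transcripts (without 75 mg/kg/day replicate 20) and 65 (without replicate 19) were higher, and between 0 (without control replicate 4) and 7 (without 75 mg/kg/day replicate 19) were lower. Among the called genes, *Cplane1* rose by 1.97 ± 0.55 on the log2 scale (SD, n = 5), with an adjusted p of 0.000251 from limma. The single lower transcript was *Clic5*, at a log2 fold change of -0.88 (SE 0.17, adjusted p = 0.0314 from limma).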

Many up-regulated mRNAs were involved in the metabolism of xenobiotics, including phase I and phase II metabolizing enzymes. 

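Cytochrome P450 3A44 (*Cyp3a44*) was measured by 2 probes. The brighter one, with a mean intensity of 12.62 on the log2 scale, represents the gene by the rule that the present probe of highest mean intensity is used. It gave a log2 fold change of 0.52 at 75 mg/kg/day (SE 0.26, adjusted p = 0.456 from limma), a fold change of 1.44, and 0 of 5 exposed arrays lay above all controls. The dimmer probe, with a mean intensity of 6.76, gave the largest rise among the called transcripts, a log2 fold change of 2.86 (SE 0.40, adjusted p = 0.00214 from limma) or 7.27-fold, with 5 of 5 exposed arrays above all controls. Its signal was well above background on 5 of 5 exposed arrays and 3 of 5 control arrays. The same probe gave 0.28 at 25 mg/kg/day and 1.66 at 50 mg/kg/day.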

The largest fold change (7.2-fold) was observed for cytochrome P450 3A44 (*Cyp3a44*). 

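Of 3 further cytochrome P450 genes (*Cyp2b9*, *Cyp2c38* and *Cyp2c40*) and 3 glutathione S-transferase Mu genes (*Gstm3*, *Gstm4* and *Gstm7*), 1 was called at 75 mg/kg/day. *Gstm4* had a log2 fold change of 0.64 (SE 0.13, adjusted p = 0.0402 from limma), and it lost the call when any 1 of 12 arrays was left out, with an adjusted p of up to 0.135. *Gstm3* rose by 0.90 (SE 0.18, adjusted p = 0.0511 from limma) and was above all controls in 5 of 5 exposed arrays, as was *Gstm4*. *Cyp2b9* rose by 1.08 (SE 0.23, adjusted p = 0.0715 from limma) with 4 of 5 exposed arrays above all controls. Both passed the threshold without control replicate 1, at adjusted p of 0.0152 for *Gstm3* and 0.00403 for *Cyp2b9*. *Cyp2b9* also passed without 75 mg/kg/day replicate 19 and *Gstm3* without 25 mg/kg/day replicate 9. The log2 fold changes of *Cyp2c38*, *Cyp2c40* and *Gstm7* were 0.87, 0.51 and 0.57, at adjusted p of 0.168, 0.423 and 0.227 from limma. *Cyp2c38* was well above background on 2 of 5 control arrays. The dimmer probe of *Cyp2b9* rose by 1.50 at 50 mg/kg/day, against 0.92 by the brighter, and by 1.27 at 75 mg/kg/day (adjusted p = 0.269 from limma). A second *Cyp2c40* probe reached an adjusted p of 0.0167 at a log2 fold change of 0.57, under the fold change limit.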

Other up-regulated cytochrome P450 family members included: *Cyp2b9, Cyp2c38*, and *Cyp2c40.* Enhanced expression of phase II metabolizing enzymes was also observed, including the up-regulation of glutathione S-transferase Mu 3, 4, and 7 (*Gstm3*, *Gstm4,* and *Gstm7*). A significant increase in the transcription of a number of p53 targets in response to 75 mg/kg/day BaP was also found (Supporting Information Table I). These changes included cyclin-dependent kinase inhibitor 1A (*Cdkn1a*), cyclin d1 (*Ccnd1*), cyclin g1 (*Ccng1*), zinc finger martin type 3 (*Zmat3*), and insulin-like growth fator-1 (*Igf1*). 

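A list of 30 genes widely used as transcriptional targets of p53 was drawn up without reference to the measurements, and 27 of them were tested, 8 of which the study names in Supporting Information Table I from these samples. At 25, 50 and 75 mg/kg/day their mean log2 fold change was 0.02, 0.18 and 0.51, and the median at 25 mg/kg/day was -0.02, of the opposite sign to the mean. At 75 mg/kg/day, 22 of the 27 genes rose, 6 were called, and the list mean of 5 of 5 exposed arrays lay above that of all controls. The adjusted p (16 lists) was 9.66e-14 by camera, which sets the list against the other genes with a preset correlation, and 0.000128 by fry, which sets it against no change. At 50 mg/kg/day, where 20 genes rose, the adjusted p was 0.000778 by camera and 0.130 by fry, past the threshold in the first test and not in the second. Without the genes of the supplementary table, the mean was 0.26 at 75 mg/kg/day (adjusted p = 0.000715 by camera in limma) and 0.085 at 50 mg/kg/day (adjusted p = 0.218).

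**Figure D1:**
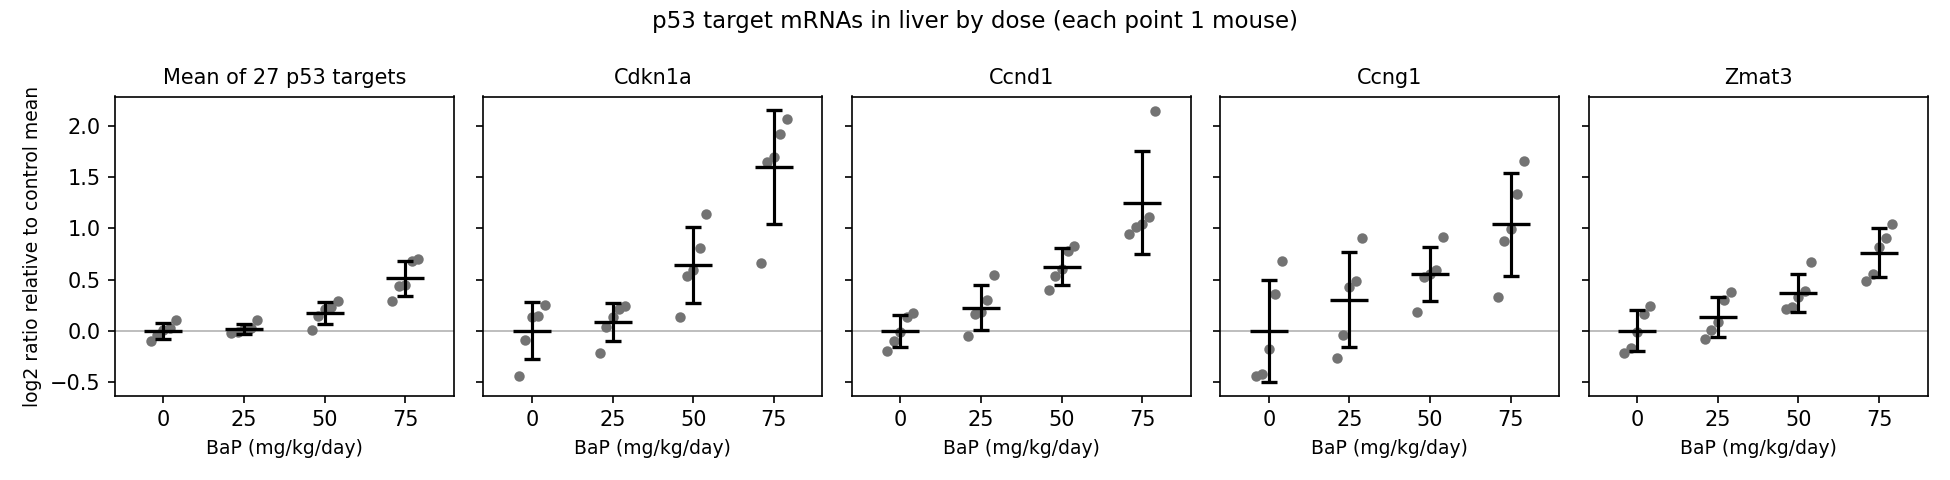
Log2 ratios of liver over reference RNA relative to the control mean (vertical axes) against BaP dose in mg/kg/day (horizontal axes) for the mean of the p53 target list and for *Cdkn1a*, *Ccnd1*, *Ccng1* and *Zmat3*. Points are mice and bars are the mean ± SD of 5 mice, and the list mean of all 5 mice at 75 mg/kg/day lies above that of all 5 controls.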

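Of these genes, *Cdkn1a*, *Ccnd1* and *Zmat3* were called at 75 mg/kg/day and *Ccng1* and *Igf1* were not. *Cdkn1a* rose by 1.60 ± 0.55 on the log2 scale (SD, n = 5), with an SE of 0.22 and an adjusted p of 0.00148 from limma. *Zmat3* rose by 0.76 (SE 0.13, adjusted p = 0.0109 from limma). All 5 exposed arrays were above all controls for *Cdkn1a*, *Ccnd1* and *Zmat3*. *Ccng1* rose by 1.04 (SE 0.26, adjusted p = 0.131 from limma) in 1 probe and by 1.19 (adjusted p = 0.112) in the other, with 4 of 5 exposed arrays above all controls in the first. The first probe was called with slide as a block (adjusted p = 0.0236), with the liver channel alone (0.0264) and without 75 mg/kg/day replicate 19 (0.0413). *Igf1* rose by 0.45 (SE 0.12, adjusted p = 0.171 from limma). Of the 7 genes that the study names and that were called at 75 mg/kg/day, 6 lost the call when the control and 75 mg/kg/day arrays alone entered the model.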

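Distances between arrays were taken as 1 minus the Pearson correlation of the centered ratios over all present probes, which were not selected for differing between groups. The nearest other array belonged to the same treatment group for 4 of 20 arrays (permutation test, 100000 relabellings, one-sided, p = 0.596) and to the same slide for 10 of 20. The mean distance between groups exceeded that within groups by 0.0274 (permutation test, one-sided, p = 0.263), and the mean distance between slides exceeded that within slides by 0.275 (p = 0.00021). The first principal component held 30.7% of the variance, of which 83.1% lay between slides and 3.12% between treatment groups. On the third, 50.4% of the variance lay between treatment groups. After the mean of each slide was removed, 11 of 20 arrays were nearest to their own group (permutation test within slides, p = 0.0219), and the mean distance between groups exceeded that within groups by 0.106 (p = 0.115), a step chosen after the data were seen.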

Analysis of significant mRNAs using hierarchical clustering revealed that samples of the same treatment group clustered together, except one sample in the 50 and 75 mg/kg BaP treatment groups (Supporting Information Fig 1). Thus, an overall treatment effect on gene expression was observed, even at the lowest doses. 

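Each dose was also set against the control by an exact permutation test of the same distance over all relabellings (one-sided). The difference between the mean distance across and within groups was 0.0259 at 25 mg/kg/day (exact p = 0.318), 0.0133 at 50 mg/kg/day (exact p = 0.389) and 0.108 at 75 mg/kg/day (exact p = 0.111). Without control replicate 3, the highest dose separated from the control with a difference of 0.195 (exact p = 0.0476). Of the 37 transcripts called at 75 mg/kg/day, 35 (94.6%) changed in the same direction at 25 mg/kg/day and 37 at 50 mg/kg/day. Because all doses share the same controls, simulated arrays without any change at the lower dose gave a median of 77.1 and 76.4%, with a share as large in 3 and 0 of 100 simulations. The simulations moved whole arrays at random and did not keep the slides. Arrays at 25 and 75 mg/kg lay on the same slides and controls partly on slide 6, so differences between slides could add to the share at 25 mg/kg. The paper reasons from the clustering of the arrays on the mRNAs it had called significant, and concludes that treatment affected gene expression at all doses.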

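The p53 pathway genes of Table I were also on the microarrays, where 12 of the 13 had a present probe and *Trp63* did not. In the highest dose group, 2 of the 12 (*Cdkn1a* and *Zmat3*) passed the adjusted p over all genes, and 5 when adjusted over the list alone, which is not independent evidence because the study chose the list on these animals. The largest change not called was that of *Egr1*, at a log2 fold change of 1.53 (SE 0.41, adjusted p = 0.171 from limma) with 5 of 5 exposed arrays above all controls. *Btg2* was at 0.55 (SE 0.15, adjusted p = 0.191 from limma), and its 2 other probes at 0.44 and 0.72. Those of *Bax*, *Apaf1*, *Birc5*, *Ccnb2* and *Prc1* were 0.40, 0.31, 0.15, 0.08 and 0.08, and that of *Myod1* was -0.11. Across the 13 genes, which are not independent replicates, the log2 fold change of the arrays and that of the paper's RT-PCR correlated at r = 0.31 at 25 mg/kg/day (permutation p = 0.303), 0.65 at 50 (p = 0.0171) and 0.72 at 75 (p = 0.0057). The Benjamini-Hochberg adjusted values of these 3 tests were 0.303, 0.0256 and 0.0171. Spearman's rho was 0.14 (permutation p = 0.648), 0.74 (p = 0.0052) and 0.62 (p = 0.0273), with adjusted values of 0.648, 0.0156 and 0.0409. Without the 2 genes farthest from the median in RT-PCR, r was 0.31, 0.56 (permutation p = 0.0773) and 0.76, so the relation at 50 mg/kg/day rests in part on those genes. *Trp63*, whose probes were not present, is among the 13. Over the other 12 genes, a choice made after the data were seen, r was 0.26, 0.64 (permutation p = 0.0262, adjusted 0.0393) and 0.68 (permutation p = 0.0152, adjusted 0.0393), and rho was 0.13, 0.68 (adjusted permutation p = 0.0551) and 0.52 (adjusted permutation p = 0.130). Without the 2 genes farthest from the median among the 12, r was 0.33, 0.20 (permutation p = 0.559) and 0.33 (permutation p = 0.364), so the relation over the 12 rests in part on *Cdkn1a* and *Egr1* at 50 mg/kg/day and on *Cdkn1a* and *Myod1* at 75 mg/kg/day. The mean absolute log2 fold change at 75 mg/kg/day was 0.54 on the arrays and 1.52 in the paper's RT-PCR. The background-subtracted scanner signals moved r most, to 0.66 at 25 mg/kg/day (permutation p = 0.0133).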

P53 pathway-focused expression profiling using RT-PCR arrays confirmed the response of many p53 targets and also identified additional responsive p53 targets in all three treatment groups that were not found by microarray analysis (Table I). In total, 11 transcripts (*P* < 0.05 and fold change > 1.5) of the 84 genes analyzed on the p53 pathway arrays were upregulated, and two were downregulated.

**Table I:** Validation of Microarray Results by Pathway Specific RT-PCR Array of Genes Related to p53-Mediated Signal Transduction

Accession number	Gene symbol	25 mg/kg				50 mg/kg						75 mg/kg							
		FDR *P*-value	Fold change	FDR *P*-value	Fold change	FDR *P*-value	Fold change
NM_007669	Cdkn1a	0.1875	1.9	0.0125	6.8	0.0040	16.9
NM_020275	Tnfrsf10b	0.1960	1.2	0.0025	3.7	0.0000	7.8
NM_007913	Egr1	0.4070	1.7	0.0475	4.1	0.0080	6.4
NM_007570	Btg2	0.4070	1.2	0.0195	2.2	0.0015	3.4
NM_009517	Zmat3	0.2910	1.2	0.0010	1.6	0.0035	2.4
NM_007630	Ccnb2	0.4895	1.1	0.1155	1.4	0.0010	2.4
NM_009684	Apaf1	0.0345	1.3	0.0055	1.8	0.0000	2.2
NM_145150	Prc1	0.2660	1.3	0.4235	1.2	0.0435	1.9
NM_009831	Ccng1	0.7125	−1.0	0.1125	1.2	0.0065	1.8
NM_009689	Birc5	0.7805	1.1	0.1770	1.4	0.0205	1.8
NM_007527	Bax	0.2230	1.1	0.1325	1.2	0.0000	1.7
NM_010866	Myod1	0.0375	−2.1	0.1000	−1.6	0.0970	−1.6
NM_011641	Trp63	0.0725	−2.1	0.0240	−2.5	0.2825	−1.5

Significantly expressed genes exhibiting fold change > 1.5 (FDR-adjusted *P*-value < 0.05) in at least 1 treatment group in response to 25, 50, and 75 mg/kg/day BaP. List is organized from largest to smallest fold change for the 75 mg/kg treatment group.

### miRNA and Protein Expression

Microarray analysis of miRNA expression revealed few changes in miRNA expression following BaP exposure, despite the presence of DNA adducts and large increases in mutation frequencies in the livers from these mice. Cluster analysis of miRNA data revealed no overall miRNA treatment response (Supporting Information Fig 2). The majority of the changes were very small (i.e., < 1.2-fold). Only one miRNA, miR-34a, exhibited a change in expression with FDR-adjusted *P*-value < 0.05 and fold change > 1.5 following treatment at the high doses (50 and 75 mg/kg BaP) (Table II). RT-PCR analyses also measured increased miR-34a levels in all BaP exposure groups relative to control (Fig 3). miR-34a has been identified as a downstream target of p53 and is implicated in regulating a number of p53 genes [Hermeking,^2007^]. To establish if miR-34a plays a role in the expression of p53 targets, we examined the mRNA and protein levels of 5 miR-34a targets that were experimentally confirmed in other studies: B-cell CLL/lymphoma 2 (Bcl2), cyclin-dependent kinase 6 (Cdk6), Ccnd1, CcnE2 and E2F3 [Chang et al.,^2007^; He et al.,^2007^; Hermeking,^2007^; Tazawa et al.,^2007^; Sun et al.,^2008^]. 

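Of the miR-34a target genes on the arrays, *Ccnd1* had a log2 fold change of 0.23 at 25 mg/kg/day (SE 0.18, adjusted p = 0.758 from limma) and 0.63 at 50 mg/kg/day (adjusted p = 0.580), where 5 of 5 exposed arrays lay above all controls. At 75 mg/kg/day, the log2 fold changes of *Bcl2*, *Cdk6*, *Ccne2* and *E2f3* were 0.04, 0.05, 0.07 and -0.11, with standard errors between 0.11 and 0.17 and adjusted p between 0.741 and 0.951 from limma. The signal of *Ccne2* was well above background on 5 of 20 arrays. A dimmer probe of *E2f3* gave 0.07 at 75 mg/kg/day, of the opposite sign. At 50 mg/kg/day *Cdk6* changed by -0.05 by its brighter probe and by 0.46 by its dimmer one (adjusted p = 0.482 from limma), which was well above background on 6 of 20 arrays.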

Our mRNA expression profiling showed a significant increase in the mRNA level of *Ccnd1* after BaP treatment but the expression of the other miRNA targets was not altered by BaP exposure (Supporting Information Table I). Western blot analysis showed a significant increase in Bcl2 protein levels after exposure to 25, 50, and 75 mg/kg/day BaP; no other significant changes in protein expression were observed (Fig 4).

**Fig 3:**
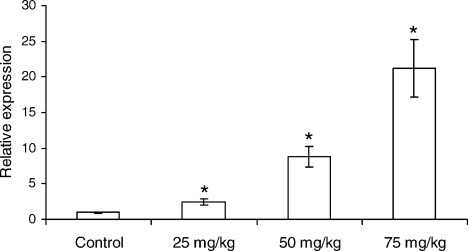
Relative miR-34a expression determined using the Qiagen miScript PCR system. * Significantly different from the corresponding control value (*n* = 4) using the Student's t-test, *P* < 0.05.

**Figure 4:**
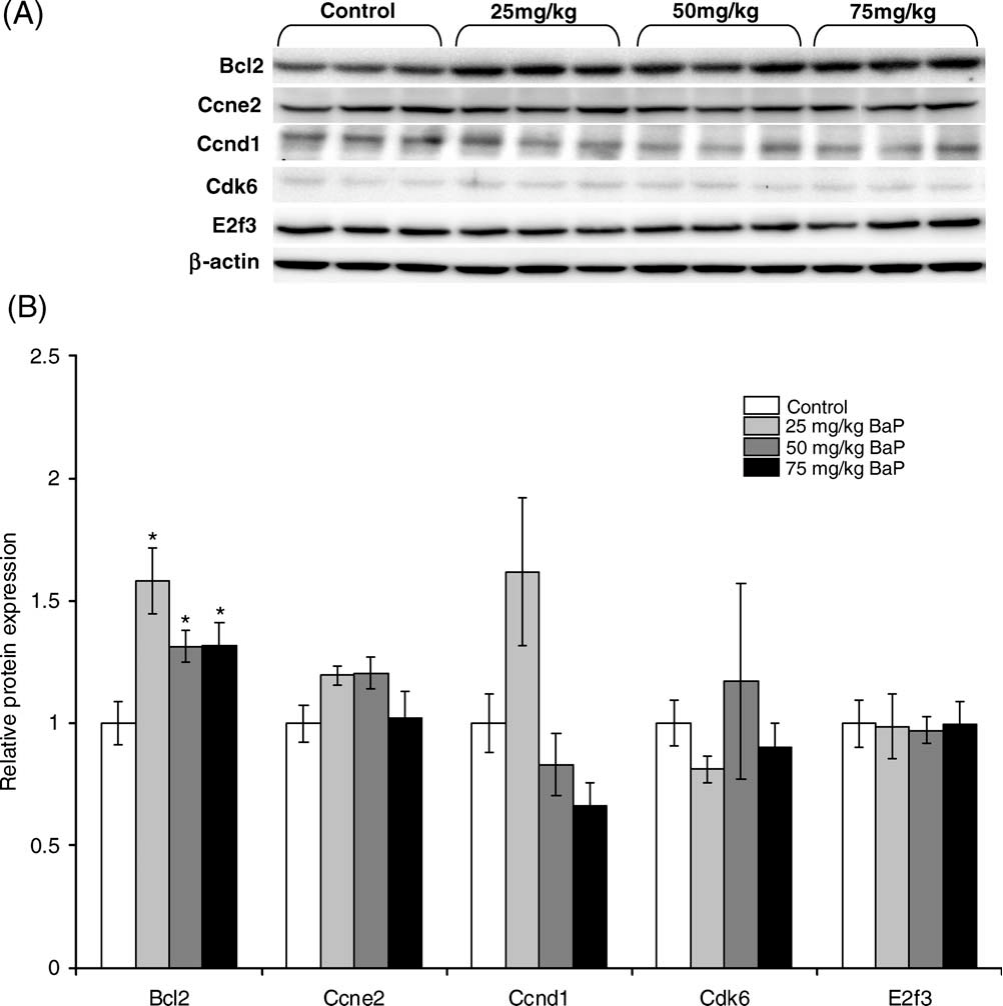
Western blot analysis of Bcl2, Ccne2, Ccnd1, Cdk6, and E2f3, protein expression in control, 25, 50, and 75 mg/kg/day BaP treated livers. (A) Representative Western immunoblot images showing levels of Bcl2, Ccne2, Ccnd1, Cdk6, E2f3, and β-actin in mouse liver using three independent samples. (B) Quantitative analysis of Western blots and summary histogram showing the expression of Bcl2, Ccne2, Ccnd1, Cdk6, and E2f3. Data are means ± S.E.M., *n* = 3 independent trials on tissue from x different animals. * Significantly different from the corresponding control value using the Student's t-test, *P*-value < 0.05.

**Table II:** DNA Microarray Data for miR-34 Expression in Response to 25, 50, and 75 mg/kg/day BaP

Dose (mg/kg)	FDR-adjusted *P*-value	Fold change
25	0.19	1.20
50	0.00	1.97
75	0.00	3.59

## DISCUSSION

BaP is an environmental carcinogen that induces DNA damage, gene mutations, and global changes in gene expression [Phillips,^1983^; Stansbury et al.,^1994^; Nebert and Dalton,^2006^]. Previous work has shown that despite the large disregulation of gene expression in liver following acute exposures to BaP, no significant changes in miRNA were found in the same liver samples [Yauk et al., 2010]. In this study, long-term (28 day) exposure to BaP resulted in the expected genetic toxicity response, with increases in DNA adducts (Fig 1) and *lacZ* transgene mutation (Fig 2). The primary adduct detected, dG-N^2^-BPDE, is well recognized as the main adduct induced by BaP metabolites [Cheng et al.,^1989^; Sayer et al.,^1991^]. Therefore, BaP reached the liver, was metabolically activated, induced DNA damage in the form of stable adducts, and induced transgene mutations. Thus, a genotoxic response was clearly manifested at the time of tissue collection. 

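A linear trend of the log2 ratio with dose was found for 43 transcripts at an adjusted p under 0.05 from limma (two-sided), of which 42 rose and 1 fell, and 2348 probes reached an unadjusted p under 0.05. Of the 37 transcripts called at 75 mg/kg/day, 33 had such a trend and 31 changed in 1 direction at every step of dose. Because position on the slide follows the dose, a trend with dose is here also a trend with position. The count moved most with slide as a block, which gave 95 transcripts. With each array left out in turn, it lay between 28 (without 75 mg/kg/day replicate 17) and 59 (without replicate 19).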

BaP treatment also activated the expected gene expression pathways including induction of DNA damage response, cell cycle arrest, apoptosis, immune response, inflammation, and apoptosis (see discussion below), and many of these genes exhibited a dose-response relationship. However, despite previous studies demonstrating the involvement of miRNAs in DNA damage response, hepatic miRNA changes, and changes in the production of selected proteins were minimal.

### Global mRNA Expression

Exposure to BaP for 28 days led to minor changes in mRNA expression at the two lowest doses (Supporting Information Table I). However, samples clustered by treatment group (Supporting Information Fig 1) demonstrating overall treatment effects even at the lowest dose. Thus, it is likely that additional genes were differentially expressed, but not identified in our analysis because of the conservative FDR-adjusted statistical threshold that we applied in an effort to minimize false positives. 

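The share of present probes that differed from the control, estimated from the whole distribution of p-values by limma's convex decreasing density method, was 15.1% at 25 mg/kg/day, 10.1% at 50 mg/kg/day and 20.2% at 75 mg/kg/day. The same estimate from other splits of the same 10 arrays had a median of 3.12, 3.91 and 4.70%, but it was as large as the real share in 26, 39 and 24 of 100 splits, the real one included. Of the splits with 3 arrays of slides 1 to 3 on each side, as in the real one, 4 of 51, 11 of 48 and 1 of 46 gave as large a share, a comparison chosen after the values were seen. It does not balance slides 4 to 6, where controls lay on slide 6 and arrays at 25 and 75 mg/kg on slides 4 and 5. The estimate at 50 mg/kg/day moved most with the processing, from 0.361% with the liver channel alone to 26.3% with array weights. It was 0% without control replicate 5.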

The high dose exposure caused a much larger effect on mRNA expression, with over 100 transcripts disregulated. A large proportion of these mRNAs are involved in phase 1 and 2 xenobiotic metabolism. However, given the presence of DNA adducts, the lack of upregulation of *cyp1a1* and *1b1* and the short half life (about 7 hr, [Uno et al.,^2004^; Arlt et al.,^2008^]) of BaP, we expect that the majority of the BaP had been metabolized in the liver at the time of necropsy, 3 days postexposure. Thus, a large proportion of the observed mRNA expression changes were likely responding to DNA damage, the presence of BaP metabolites, or other secondary effects. These expression changes provide evidence to support induction of DNA damage response, p53, tumor necrosis factor pathways, apoptosis, inflammatory, and immune response.

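The log2 fold change of *Cyp1a1* was 0.06 at 25 mg/kg/day, -0.03 at 50 mg/kg/day and 0.72 ± 1.54 (SD, n = 5) at 75 mg/kg/day (SE 0.45, adjusted p = 0.566 from limma). The value at the highest dose came from replicate 16, at 3.46, and without it the log2 fold change was 0.04. The *Cyp1a1* signal was well above background on 2 of 5 control arrays and 3 of 5 arrays of the highest dose. *Cyp1b1* changed by -0.12 at 75 mg/kg/day (SE 0.15, adjusted p = 0.809 from limma). A list of 9 classical aryl hydrocarbon receptor targets, of which 7 were tested, had a mean log2 fold change of 0.12, 0.11 and 0.30 at the 3 doses, with a median of -0.00 at 50 mg/kg/day. Its adjusted p at 75 mg/kg/day was 0.00801 by camera and 0.0237 by fry. Without replicate 16 the mean was 0.16 (adjusted p = 0.0912 by camera in limma). Of the 7 genes tested, 1 was called at 75 mg/kg/day. It was *Nqo1*, at a log2 fold change of 0.68, a gene named after its value was seen.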

### P53 Pathway

Aside from the response in pathways and processes involved in phase 1 and phase 2 metabolism, microarray analysis revealed a significant effect of BaP on mRNAs in the p53 pathway. Transcriptional profiling by RT-PCR arrays confirmed changes in p53 responsive genes that are involved in cell cycle arrest, apoptosis, and p53 negative feedback (Table I). As the “guardian of the genome”, p53 play a central role in regulating a number of cellular process including cell cycle arrest, DNA repair, senescence, apoptosis, autophagy, and cell metabolism [Kruse and Gu,^2009^]. Lloyd and Hanawalt [Lloyd and Hanawalt,^2000^] also reported that p53 is required for repairing the DNA adducts formed by exposure to BPDE in human fibroblasts cells.

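The p53 gene (*Trp53*) was measured by 2 present probes, neither of which was called at any dose. The brighter probe gave log2 fold changes of 0.43, 0.17 and 0.46 at 25, 50 and 75 mg/kg/day (SE 0.15), at adjusted p of 0.636, 0.864 and 0.266 from limma, and 2 of 5 arrays of the highest dose lay above all controls. The other probe gave -0.03, -0.06 and -0.00, with an adjusted p of 0.997 at 75 mg/kg/day.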

We did not find a significant increase in p53 mRNA expression following BaP treatment in this study. This is not surprising as p53 activation is generally achieved via a wide number of posttranslational modifications that include phosphorylation, methylation, acetylation, ubiquitination, and sumoylation [Lavin and Gueven,^2006^; Kruse and Gu,^2009^]. Activation and accumulation of p53 protein in vitro has been demonstrated after exposure to BaP and its metabolite BPDE [Pei et al.,^1999^; Lloyd and Hanawalt,^2000^; Park et al.,^2006^]. Park et al. [Park et al.,^2006^] showed the accumulation of p53 protein in as little as 3 hr following BaP treatment in human hepatoma HepG2 cells, while Pei et al. [1999] reported the accumulation of p53 protein after 8 and 24 hr of BaP treatment in A549 and NIH 3T3, respectively. Although no mRNA changes were observed for p53 itself following BaP exposure in this study, induction of downstream p53 targets suggests that p53 was activated.

Our data indicate that BaP exposure activates three distinct branches of the p53 pathway in the Muta™Mouse. First, BaP up-regulation of *Cdkn1a* mRNA is indicative of cell cycle arrest (Supporting Information Table I and Table I). 

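On the individual arrays at 75 mg/kg/day, the log2 ratio of *Cdkn1a* relative to the control mean was 0.66 in replicate 16, 2.07 in replicate 17, 1.65 in replicate 18, 1.93 in replicate 19 and 1.70 in replicate 20, against an SD of 0.28 between the 5 control arrays. With each array left out in turn, the log2 fold change lay between 1.48 and 1.84 and the gene stayed called, with an adjusted p of at most 0.00765 from limma. The call was lost with the liver channel alone (adjusted p = 0.0662) and when the control and 75 mg/kg/day arrays alone entered the model (0.0609).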

*Cdkn1a* induction inhibits the formation of the CyclinE1/CDK2 complex, which prevents the downstream phosphorylation and inactivation of the retinoblastoma protein resulting in an inhibition of S phase and DNA synthesis (reviewed in [Caldon and Musgrove,^2010^]). Inducing growth arrest in this manner would allow the cell more time to repair DNA damage caused by BaP exposure [Kruse and Gu,^2009^]. This result is consistent with data published by Park et al. [2006] showing that p53 protein accumulation resulted in the up-regulation of *Cdkn1a* mRNA levels following BaP treatment. Indeed, upregulation of *Cdkn1a* is generally characteristic of a genotoxic stress response [Amundson et al.,^2005^; Ellinger-Ziegelbauer et al.,^2009^; Waters et al.,^2010^]. Second, the antiapoptotic branch of the p53 pathway is activated by BaP exposure, as evident by increases in the mRNAs for the protein regulator of cytokinesis 1 (*Prc1*), the inhibitor of apoptosis baculoviral IAP repeat-containing protein (*Birc-5*) [Altieri,^2003^; Shimo et al.,^2007^; Youle and Strasser,^2008^], and cyclin b 2 (*Ccnb2*) (Table I), which initiate the G2/M phase transition by binding to the mitosis promoting factor [Muller and Engeland,^2010^]. The third activated branch in the p53 network is apoptosis. Induction of apoptosis by BaP exposure is supported by increases in the expression of a number of pro-apoptotic mRNAs (Table I) including: (1) the caspase-9 activator apoptotic protease-activating factor-1 (*Apaf1*), (2) the pro-apoptotic Bcl-2 associated X (*Bax*) protein, (3) *Zmat3*; (4) *IGF*; (5) early growth response 1 (*Egr1*), and (6) B-cell translocation gene 2 (*Btg2*) [Krones-Herzig et al.,^2005^; Hata et al.,^2007^; Youle and Strasser,^2008^]. Thus, BaP exposure clearly resulted in the activation of p53 response pathway in the livers of exposed mice, indicative of a genotoxic stress and subsequent induction of cell cycle arrest and apoptotic/anti-apoptotic cellular responses.

The results above also support the findings of Amundson et al. [2005] that gene expression signatures can be used as an effective means to predict DNA damage response at the molecular level. Indeed, a number of the p53 responsive genes exhibited a dose-response relationship that parallels increasing DNA adduct and mutation frequencies (*Cdkn1a*, *Tnfrsf10b*, *Btg2*, *Apaf1*, and *Zmat*; Table I).

### P53 Independent Genes

A number of other pathways were induced in response to 28 day BaP exposure and, collectively, they provide molecular evidence for the induction of apoptosis, inflammation, immune response, and tissue injury.

Multiple mRNAs in the BaP expression profile from our microarray analysis suggest induction of inflammatory responses. For example, the highest BaP dose led to transcriptional up-regulation of three members of the tumour necrosis factor receptor super-family (TNFRSF): (1) nerve growth factor receptor (*Ngfr*), (2) *Tnfrsf1a*, (3) *Tnfrsf10b* (Supporting Information Table I; Table I). 

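In the highest dose group, *Ngfr* had a log2 fold change of 0.76 (SE 0.17, adjusted p = 0.0755 from limma) by its brighter probe, with 4 of 5 exposed arrays above all controls, and its other probe changed by -0.00 (adjusted p = 0.997). *Tnfrsf1a* rose by 0.65 (SE 0.14, adjusted p = 0.0655 from limma) with 5 of 5 exposed arrays above all controls. *Ngfr* passed the threshold without control replicate 4 (adjusted p = 0.0393) or 75 mg/kg/day replicate 16 (0.0324), and *Tnfrsf1a* when any 1 of 4 arrays was left out, with 0.0264 as its lowest adjusted p. *Tnfrsf1a* was also called without background correction, with array weights and with slide as a block. *Tnfrsf10b* rose by 0.21 (SE 0.12, adjusted p = 0.542 from limma), and its signal was well above background on 1 of 5 control arrays and 4 of 5 exposed arrays. Another present probe of the gene gave 0.05.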

The main function of most TNFRSF members is to respond to ligand binding by activating different signal transduction pathways, most of which lead to apoptosis (reviewed in [Ashkenazi,^2002^]). Potential initiation of an acute inflammatory response is suggested by the significant increase of interleukin 1 beta (*Il-1b*) [Feghali and Wright,^1997^] in the 75 mg/kg/day BaP treatment group (Supporting Information Table I). 

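On the arrays of the 75 mg/kg/day group, *Il1b* rose by 0.62 ± 0.49 on the log2 scale (SD, n = 5), with an SE of 0.22 and an adjusted p of 0.296 from limma. Replicate 16 was at -0.24 and the 4 other arrays between 0.72 and 0.92, all of the latter above all controls. Without replicate 16 the log2 fold change was 0.84, and over all arrays left out in turn the adjusted p lay between 0.0868 and 0.610.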

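Leukotriene C4 synthase (*Ltc4s*) had the lowest adjusted p of the called transcripts at 75 mg/kg/day, 5.17e-05 from limma, with a log2 fold change of 2.27 ± 0.54 (SD, n = 5) or 4.82-fold. All 5 exposed arrays lay above all controls, and the signal was well above background on 3 of 5 control arrays. With each array left out in turn, the log2 fold change stayed between 2.06 and 2.38.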

Upregulation of leukotriene C4 synthase (*Ltc4s*) is also of interest (Supporting Information Table I). The product of *Ltc4s* catalyzes the conjugation of leukotriene A4 with reduced glutathione to form leukotriene C4, a potent proinflammatory lipid mediator synthesized from arachidonic acid [Uhlig and Wendel,^1992^; Lam et al.,^1994^]. The mRNA and protein expression of *Ltc4s* are both up-regulated in response to ischemia-reperfusion injury in hepatocytes and sinusoidal endothelial cells in rat [Yang et al.,^2007^]. 

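At the lower doses, the log2 fold change of *Ltc4s* was 0.35 at 25 mg/kg/day (SE 0.22, adjusted p = 0.705 from limma) and 1.15 at 50 mg/kg/day (SE 0.22, adjusted p = 0.221 from limma), where replicate 13 was at 0.40. Its linear trend with dose had an adjusted p of 1.71e-05 from limma.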

In this study, *Ltc4s* exhibited a dose dependent increase in expression, which might be indicative of the initiation of liver injury at the medium and high doses. Thus, several genes in the hepatic expression profiles following BaP exposure are indicative of an inflammatory response and liver injury.

The gene expression changes also support the induction of an immune response following BaP treatment. This observation extends to both the high and low doses of BaP. For example, the immune system responsive genes macrophage receptor with collagenous structure (*Marco*) and immunoglobulin heavy chain 6 (*Igh-6*) [Kraal et al.,^2000^; Mastroeni et al.,^2000^] were significantly upregulated in response to 50 mg/kg BaP (Supporting Information Table I). 

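At 50 mg/kg/day, *Marco* had a log2 fold change of 1.71 ± 0.34 (SD, n = 5), with an SE of 0.30 and an adjusted p of 0.101 from limma, and 5 of 5 exposed arrays lay above all controls. It was called at this dose with slide as a block (adjusted p = 0.0168), with the adjustment over the 3 contrasts together (0.0338) and without 75 mg/kg/day replicate 19 (0.0175). At 25 and 75 mg/kg/day its log2 fold change was 0.49 (adjusted p = 0.688) and 2.19 (adjusted p = 0.00148). *Igh-6* rose by 0.80 at 50 mg/kg/day (SE 0.28, adjusted p = 0.676 from limma) by its brighter probe, with 2 of 5 exposed arrays above all controls, and by 1.75 by its dimmer probe.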

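*Adamdec1* had a log2 fold change of 1.38 ± 0.51 (SD, n = 5) at 25 mg/kg/day, with an SE of 0.31 and an adjusted p of 0.636 from limma. All 5 exposed arrays lay above all controls, and with each array left out in turn the change lay between 1.14 and 1.55 and the adjusted p between 0.224 and 0.874. At 50 and 75 mg/kg/day the log2 fold change was 0.75 and 0.65.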

Exposure to 25 mg/kg BaP led to the upregulation of ADAM-like, decysin 1 (*Adamdec1)*, a gene known to be expressed by dendritic cells and macrophages that is implicated in dendritic cell function [Bates et al.,^2002^] (Supporting Information Table I). 

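*Xlkd1*, the older symbol of *Lyve1*, had log2 fold changes of 0.48, 1.26 and 2.23 at 25, 50 and 75 mg/kg/day (SE 0.40), at adjusted p of 0.778, 0.666 and 0.0189 from limma, and a trend with dose at an adjusted p of 0.00602. All 5 arrays of the highest dose lay above all controls. The call was lost when any 1 of 4 arrays was left out, with an adjusted p of up to 0.0820 without replicate 17, and with the background-subtracted scanner signals (0.105). A dimmer probe of the gene rose by 0.56 (adjusted p = 0.0771 from limma).

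**Figure D2:**
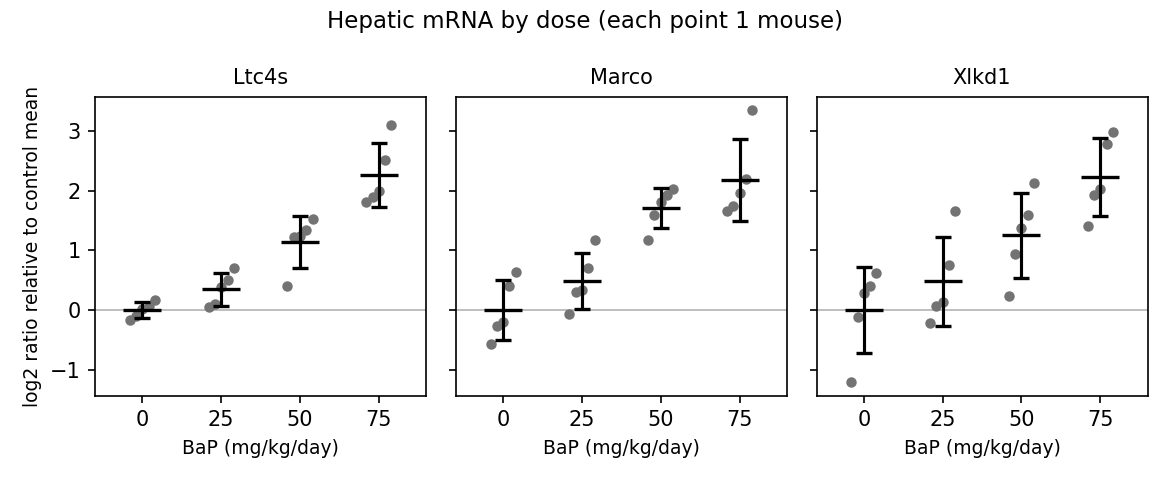
Log2 ratios of liver over reference RNA relative to the control mean (vertical axes) against BaP dose in mg/kg/day (horizontal axes) for *Ltc4s*, *Marco* and *Xlkd1*. Points are mice and bars are the mean ± SD of 5 mice, and at 75 mg/kg/day all 5 mice lie above all 5 controls for each gene.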

The significant over-expression of extra cellular link domain-containing 1 (*Xlkd1*), known as lymphatic vessel endothelial hyaluronan receptor, was also observed. *Xlkd1* is abundant in lymphatic endothelium and is present at lower levels in activated tissue macrophages in the sinusoidal endothelium of liver. Xlkd1 plays a role in lymphatic hyaluronan transport and may be involved in tumor metastasis (for review; see [Jackson,^2003^]). The upregulation of the genes described above was unexpected due to the known immunosuppression effects of BaP ([De Jong et al.,^1999^; Schellenberger et al.,^2009^]. Perturbations of hepatic genes involved in immune response may play a role in this process. However, the direct relationship between the upregulation of these mRNAs and immunosuppression is unclear at this time.

The data support the notion that gene expression profiles may be useful indicators of molecular events arising at early time points that provide information on initiating events leading to chronic effects. However, additional experiments in animals following chronic and sub-chronic exposures to BaP in parallel with measured inflammatory and immune responses at later time points are necessary to support this hypothesis.

### MiR-34a and Protein Expression

Previously we showed that short term exposure (3 days) to high doses of BaP had very little effect on hepatic miRNA expression [Yauk et al., 2010]. In this study, we demonstrated that hepatic expression of only one miRNA, miR-34a, was increased significantly by sub-chronic BaP treatment at relatively high doses (Table II; Fig 3). Thus, the presence of bulky BaP DNA adducts and induction of mutation in the livers of these mice had little impact on miRNA expression, even after 28 days BaP exposure.

Recently, several laboratories have reported the discovery of the miR-34 family of miRNAs, which are known to be direct downstream targets of p53 [Hermeking,^2007^]. The family encompasses three known members. The first is miR-34a, which is encoded by its own transcript, is ubiquitously expressed, and is commonly deleted in human cancers [Chang et al.,^2007^; Hermeking,^2007^]. The other two members are miR-34b and miR-34c, which share a common primary transcript [Hermeking,^2007^]. MiR-34a, the only differentially regulated miRNA in this study, is contained within the second exon of an expressed sequence tag that has a p53 binding site located ˜30 kb upstream of the mature miR-34a [Chang et al.,^2007^; Raver-Shapira et al.,^2007^]. MiR-34a is highly upregulated following p53 activation [Chang et al.,^2007^; Hermeking,^2007^] and to date has been demonstrated to be involved in: (a) cell cycle arrest in the G1 phase; (b) induction of cell senescence; and (c) apoptosis [Chang et al.,^2007^; He et al.,^2007^; Hermeking,^2007^]. Recent studies have also shown that miR-34a may be required for p53 mediated tumour suppression [Hermeking,^2007^]. Thus, it has been proposed that miR-34a plays an important role in the modulation of the gene expression program initiated by p53.

MiR-34a induction may play a role in the post-transcriptional regulation of p53 mRNA targets without requiring the translation of additional effector proteins. By doing so, irreversible responses of p53 activation may be mediated [Hermeking,^2007^]. Recently, Guo et al. [2010] demonstrated that miRNAs exert their impact on gene expression mainly by destabilizing their target mRNAs or blocking translation. In an effort to pinpoint the role of miR-34a in the response to sub-chronic BaP treatment, we focused on the mRNA expression of 5 known miR-34a downstream targets: *Bcl2, Ccnd1, Ccne2*, *Cdk6,* and *E2f3*. Our microarray results indicate no significant decrease in their mRNA levels in any BaP treatment group (Supporting Information Table I; Table I). In addition to being targets of miR-34a, three of these genes (*Ccnd1*, *Ccne2*, *Cdk6*) are also negatively regulated by Cdkn1a whose mRNA expression was increased after BaP treatment in our study. In contrast, the level of *Ccnd1* mRNA actually increased 2.2 fold in response to 75 mg/kg/day BaP treatment (by microarray analysis, Supporting Information Table I). 

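The log2 fold change of *Ccnd1* at 75 mg/kg/day was 1.25 ± 0.50 (SD, n = 5), with an SE of 0.18 and an adjusted p of 0.00215 from limma, a fold change of 2.38. Replicate 20 was at 2.14 and the 4 other arrays between 0.94 and 1.11. Without replicate 20 the log2 fold change was 1.03 and the gene stayed called, as it did when any other single array was left out, at an adjusted p of at most 0.0101. It was not called when the control and 75 mg/kg/day arrays alone entered the model (adjusted p = 0.0848).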

We also used Western blotting to assess the protein levels of the same targets in an effort to determine if miR-34a exerted its action through decreasing the translation efficiency of these transcripts. No significant down regulation of protein levels were observed for any of the tested targets (Fig 4). Evidence of increased mRNA for *Ccnd1* in the absence of an increase in the protein level may be the result of translational repression mediation by miR-34a. Other studies have suggested that the rapid degradation of *Ccnd1* following environmental stress or DNA damage could be a means of rapid cell cycle arrest to insure DNA integrity [Alao,^2007^]. However, because of the cyclical nature of cyclins, additional time points will be necessary to study this response in detail. It is clear that complex multifactorial mechanisms are at work in controlling the cyclin response to DNA damage.

Contrary to our expectations, Bcl2 protein level was significantly higher in the three treatment groups compared with controls. Although translation of some proteins can be upregulated by miRNA under special conditions [Vasudevan et al.,^2007^; Mott,^2009^], we speculate that the upregulation of Bcl2 could support the survival of cells in the face of a DNA damage response since the main function of Bcl2 overexpression is to inhibit cell death [Youle and Strasser,^2008^]. We also note that it is possible that in the absence of miR-34a, Bcl2 protein levels may be even more elevated (i.e., miR-34a is regulating Bcl2 but not to an extent that would lead to its levels being below control samples). The mechanism by which Bcl2 protein is upregulated is unclear; sampling additional time points throughout pre- and postexposure to examine miR-34a and Bcl2 levels, and experiments examining the effects of miR-34a overexpression or suppression in the presence and absence of BaP would shed light on the complex interactions between miR-34a, its target genes, and DNA damage response.

MiRNA studies in *Caenorhabditiselegans* have demonstrated that one or several miRNAs can regulate biological processes by targeting specific genes in the same pathway [He et al.,^2007^]. In this study, we did not detect any significant decreases in the mRNA or protein of any of the targets tested. Analysis in silico for targets of miR-34a by TargetScan [Friedman et al.,^2009^] revealed 394 potential targets. 

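*Ptprm* fell by 0.44 on the log2 scale at 75 mg/kg/day (SE 0.13, adjusted p = 0.233 from limma), with 2 of 5 exposed arrays below all controls. With each array left out in turn, its log2 fold change lay between -0.56 and -0.34 and the adjusted p between 0.0768 and 0.519. At 25 and 50 mg/kg/day it was -0.36 and -0.24.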

Only one of these targets (protein tyrosine phosphatase, receptor type, M; *Ptprm*) was significantly downregulated (1.4-fold; microarray analysis) following treatment with 75 mg/kg BaP. This gene is thought to be involved in signal transduction and may play a role in cell growth. However, it is clear that this work was unable to clearly demonstrate downregulation of any miR-34a targets. The reasons for the lack of effects on downstream targets may include: (1) miR-34a is not actively binding to its targets in the experimental conditions; (2) miR-34a is targeting another pathway that has not been discovered; (3) there might be a delayed response to miR-34a that was not encompassed in the time point studied; or (4) miR-34a is actively regulating its target genes, but levels of mRNAs and proteins are not suppressed below the control levels.

## CONCLUSION

We demonstrate that 28-day oral exposure to BaP resulted in a dose dependent increase in BPDE DNA adducts, and stable mutations in the *lacZ* transgene of Muta™Mouse. Analysis of global transcription showed up-regulation of xenobiotic metabolism, immune response, DNA damage response, cell cycle arrest, antiapoptotic, and apoptotic genes. Analysis of miRNAs revealed significant upregulation of miR-34a. This result is consistent with a DNA damage response induced through the p53 signaling pathway and supports the notion that induction of specific DNA damage response genes can be used to identify a potentially mutagenic mode of action using DNA microarrays. However, we found measurable levels of BaP adducts at doses below those that induced significant changes in p53 DNA damage response genes (e.g., *Cdkn1a*). This finding is in keeping with those of Akerman et al. [2004]; they exposed TK6 cells in culture to BPDE and found that DNA adduct formation was a more sensitive indicator of exposure than gene expression assessed using DNA microarrays. These authors suggest that expression profiles for DNA damage response are more robust at toxic doses where mutations were evident.

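At 25 mg/kg/day, *Cdkn1a* had a log2 fold change of 0.08 (adjusted p = 0.942 from limma) with 0 of 5 exposed arrays above all controls. It was 0.64 at 50 mg/kg/day (adjusted p = 0.676) with 4 of 5 above all controls, and its trend with dose had an adjusted p of 0.00175. Of the 37 genes with a present probe among the 38 that the study names for its arrays or in Table I, 0, 0 and 7 passed the adjusted p over all genes at 25, 50 and 75 mg/kg/day. When adjusted over the list alone, 3, 12 and 20 passed, which is not independent evidence because the study chose these genes on these samples. *Cdkn1a* passed this adjustment at 50 mg/kg/day (0.0322) and not at 25 mg/kg/day (0.767).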

This study clearly shows a lack of global hepatic miRNA response in mice exposed to BaP for 28 days. In the presence of high levels of DNA adducts and doses that led to the induction of DNA sequence mutations, only miR-34a was significantly altered. Thus, these results, in combination with our previous findings, indicate that the effects of hepatic miRNAs on response to BaP are minimal.

MiR-34a expression was significantly elevated (as measured by RT-PCR) even at the lowest dose of BaP, suggesting it may be a sensitive indicator of p53 response to DNA damage. In addition, miR-34a exhibited a dose-response that was similar to DNA adduct and mutation levels. However, analysis failed to identify directly responsive biological targets of miR-34a at the mRNA or protein level. Future work should aim to clarify the role of miR-34a in response to mutagenic agents. This work should include analysis of miR-34a response following exposure to mutagens with different modes of action, as well as protein and mRNA changes in cell cultures in the presence (over-expressed) or absence (silenced) of miR-34a. These experiments should focus on the role of miR-34a in DNA damage response, DNA repair, cell cycle, and apoptosis.

# Supplementary material for: Hepatic mRNA, microRNA, and miR-34a-Target responses in mice after 28 days exposure to doses of benzo(a)pyrene that elicit DNA damage and mutation
**Source:** Environ Mol Mutagen. 2011 Oct;53(1):10–21. doi: 10.1002/em.20668

**Supplementary Fig. 1.**

The heat map shows the correlation among samples for genes that were statistically differentially expressed with a fold change above 1.5 fold. Red bars represent high expression levels relative to the reference sample, green bars represent low expression levels and black bars are similar to the normalized median gene expression values. The samples are clustered by treatment.

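When the arrays were clustered on the 37 transcripts called at 75 mg/kg/day, which were selected for differing at that dose, and the tree was divided into 4 groups, control replicates 1 to 4 fell together with all 5 arrays of the 25 mg/kg/day group and control replicate 5 stood alone. Replicate 11 of the 50 mg/kg/day group fell with all 5 arrays of the 75 mg/kg/day group, and the other 4 arrays at 50 mg/kg/day formed the remaining group. On these transcripts, 10 of 20 arrays were nearest to an array of their own group.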

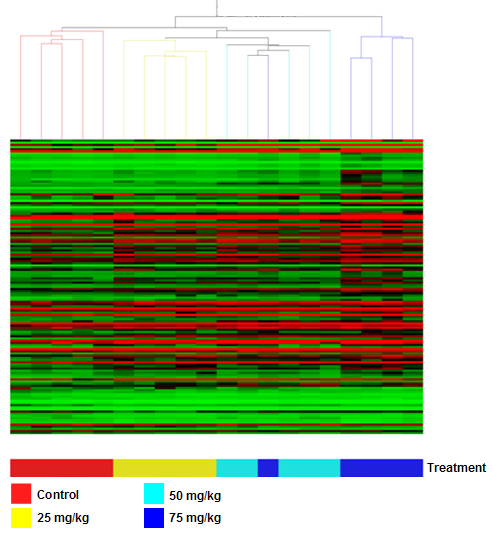

**Supplement:** Supplementary file 1

# Supplementary material for: Hepatic mRNA, microRNA, and miR-34a-Target responses in mice after 28 days exposure to doses of benzo(a)pyrene that elicit DNA damage and mutation
**Source:** Environ Mol Mutagen. 2011 Oct;53(1):10–21. doi: 10.1002/em.20668
**Supplement:** Supplementary file 2

**Supplementary Table 1.**

Summary of all significantly expressed genes exhibiting fold change > 1.5 (FDR-adjusted p-value < 0.05) in at least 1 treatment group in response to 25, 50, and 75 mg/kg/day BaP. 

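For 118 of the 119 entries with a value at 75 mg/kg/day in the paper's Supporting Information Table I, a log2 fold change was computed from the arrays. All 118 had the sign the paper reports, and 114 were within 1.5-fold of the paper's reported value. Some genes have more than 1 entry. With 1 entry kept for each of the 109 genes, all 109 had the same sign, 106 were within 1.5-fold, and the correlation was r = 0.91 and rho = 0.86 across genes, which the study chose on the same samples and which are not independent replicates. The median adjusted p of the 109 from limma was 0.115. For the 7 entries at 50 mg/kg/day, all 7 had the paper's sign, 6 were within 1.5-fold and 0 were called. For the 6 entries at 25 mg/kg/day, all 6 had the paper's sign, all 6 were within 1.5-fold and 0 were called. The study chose these entries on the same samples too.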

List is organized from largest to smallest fold change for the 75 mg/kg treatment group. Members of the p53 signaling pathway are presented in blue.

How the deposited data were processed for this re-analysis (not part of the article)

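Gene expression was measured in liver RNA of 20 male Muta™Mouse animals, 25 weeks of age, 5 in each of 4 groups: olive oil controls (replicates 1 to 5) and mice given BaP at 25 (replicates 6 to 10), 50 (11 to 15) or 75 mg/kg/day (16 to 20). The animals were dosed for 28 days and killed 3 days after the last dose. Each sample was hybridized once against a universal mouse reference RNA on a two-color array. The description of the series gives 24 mg/kg for the lowest dose group, and 25 mg/kg, which the paper and the sample labels give, was used. The labels name both liver and lungs, and the samples were taken as liver, as the paper states.

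The scanner intensities used here are the median spot and local background brightness in the liver and reference channels as deposited by the authors, who extracted them with the scanner's Feature Extraction software without normalization. The processed intensities that the authors deposited beside them had been background subtracted and dye normalized by the same software. The log2 ratios of liver over reference deposited by the authors had been normalized by LOWESS within each array. Marks set by the software gave, for each spot, whether it was well above background, saturated or an outlier, and 0 spots were saturated.

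Each array held 45018 features, of which 43379 spots were not controls. Median intensities were background corrected by normexp with an offset of 50 and normalized by loess within each array, with spots marked as outliers given no weight and then left out, and the log2 ratios were averaged over the spots of a probe (41174 probes). R 4.3.3, limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 were used, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Presence was judged by the rule of the paper's methods, with a trim of 5% and 3 trimmed SDs of the 153 negative control spots, in at least 4 of 5 arrays of at least 1 group (27346 probes). The paper does not state whether the mRNA intensities were background corrected. It removed 1 sample that it does not name, and all 20 were kept here. MAANOVA was not used here. The model was fitted by limma, and an Fs statistic with shrunken variances and 100 residual shufflings was written after the paper's methods as an alternative.

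Probes were given gene symbols through their RefSeq accessions (23374 probes) or, for 42 probes, through the supplementary table of the paper. Of the present probes, 18237 had a symbol, and they covered 13004 genes. A gene with several probes is represented by the present probe of highest mean intensity, and other probes are given for most of the named genes where they differ. The genes named in the text are those that the paper names for its mRNA arrays or in Table I and, at each dose, up to 5 rising and 5 falling transcripts with the largest change among those called whose exposed arrays all lay on 1 side of all control arrays. For the highest dose these were *Cyp3a44*, *Ltc4s*, *Lyve1*, *Marco*, *Cplane1* and *Clic5*. Genes outside this rule are marked in the text as chosen after their values were seen.

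The arrays differed in depth, and control replicate 4 stood apart. It had 67.5% of spots well above background in the liver channel, against 51.9 to 54.3% in the other control arrays. The liver signal over background had a median of 1.49 over the arrays, a median of 56.4% of spots was well above background, and 19051 probes were so on all arrays. Between 25144 and 33636 probes were above the presence limit on an array. Arrays of the same group correlated at r between 0.93 and 0.98 across probes. The number of arrays limits the precision of every value.

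Each dose was contrasted with the control in 1 limma model of the 20 arrays, with Benjamini-Hochberg adjustment within a contrast, and a transcript was called at an adjusted p under 0.05 and a fold change over 1.5. A second limma model took dose as a number. The share of probes estimated to differ came from the propTrueNull function of limma. Separation of the groups was tested by permutation of array labels (100000 relabellings over all groups, all relabellings for a single dose). The counts, the shares, the trend and each list past the threshold by camera were set beside 100 splits or relabellings of the same arrays, the real one included, and the shares and lists also beside those splits that have 3 arrays of slides 1 to 3 on each side, as the real split has. Gene lists were tested by camera with a preset correlation of 0.01, which sets a list against the other genes, and by fry, which sets it against no change, both in limma, with adjustment over 16 lists within a contrast. The lists were p53 targets, aryl hydrocarbon receptor targets, mitotic cell cycle, sterol and fatty acid synthesis, interferon response, female-biased and male-biased liver genes, and markers of endothelial cells, Kupffer cells, stellate cells and fibroblasts, bile duct cells, hepatocytes, B cells, T cells, neutrophils and lung epithelium. A further list of sex chromosome genes served to check the sex of the animals. Same direction at 2 doses was set beside 100 simulated data sets without a change at the lower dose. The code was tested on simulated data: of 200 probes with a known change, limma recovered 80.0% and 95.3% of those changed 2-fold or more, with 1 wrong call, and the Fs statistic recovered 159 with 4 wrong calls. These data held independent values without differences between slides, so they test the code and not the rate of wrong calls in the real arrays.

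The groups, tests, lists, gene rule and most alternatives were set before the data were examined. These alternatives were no background correction, the processed intensities of the scanner software, quantile normalization between arrays (Aquantile), the liver channel alone, the log2 ratios of the authors, outlier spots kept, no presence filter, only probes well above background on all arrays, only the control and the dose compared in the model, array weights, the Fs statistic, slide as a block, the adjusted p alone, adjustment over the 3 contrasts together, Euclidean distance, the 1000 most variable probes, fry, the mean of all probes of a gene, lists without genes of the supplementary table, and each array left out in turn. After the nearest array was often seen to be on the same slide, 3 further alternatives were added: no background correction with slide as a block, slide means removed with relabelling within slides, and gene lists with slide as a block. The correlation with RT-PCR over the genes of Table I with a present probe was also added after the data were seen. A first version of the slide means step used the group labels, was discarded and is not reported. For a gene or list with a test, an alternative counts as a change of direction only where the sign changes and the value is past the threshold in 1 of the 2 settings. For counts and shares, an alternative counts as a change when it differs by more than 1.5 times.

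The miRNA arrays, RT-PCR, protein, adduct and mutation measurements of the study were not analysed here. The supplementary table of the paper was compared by value only, without a test of overlap, because it holds 119 entries at 75 mg/kg/day while the text of the paper gives another total.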

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

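Among the tests given here, those of chance for the endothelial, sterol and female-biased lists at both doses and in splits balanced over slides 1 to 3, and of chance and a single array for the aryl hydrocarbon receptor targets, those of array position for these 3 lists, and those of the hepatocyte share, the sex-biased programme and a faulty *Cyp1a1* spot were chosen or given their final form after the result was seen.

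Values of single arrays far from the other 4 of their group were found in 21 of 224 groups tested, where about 11.2 are expected by chance. No biological explanation was tested for them, apart from *Cyp1a1*. Most concern 1 gene in 1 array, as log2 ratios relative to the control mean: *Cyp2b9* at 0.76 in 75 mg/kg replicate 19, *Gstm4* at 0.23 in control replicate 2, *Gstm7* at -0.28 and *Btg2* at 0.28 in 25 mg/kg replicate 7, *Ccnd1* at 2.14 in 75 mg/kg replicate 20, *Tnfrsf10b* at -0.33 in 50 mg/kg replicate 14, *Birc5* at -0.11 and *Cdk6* at -0.19 in 75 mg/kg replicate 18, *Myod1* at 0.14 in 25 mg/kg replicate 10, *Il1b* at -0.24 in 75 mg/kg replicate 16, and *Ltc4s* at 0.40 in 50 mg/kg replicate 13. Means over a list stood apart for stellate cells and fibroblasts at 0.069 in 50 mg/kg replicate 13, B cells at 0.087 in 25 mg/kg replicate 7 and T cells at -0.15 in control replicate 1. No array had more than 4 such values. Leaving out replicate 19 brought *Cyp2b9* past the threshold, at an adjusted p of 0.0473 from limma (0.00403 to 0.244 over the arrays left out). Without replicate 20, *Ccnd1* stayed called.

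Measures of array quality also stood apart. The share of spots well above background in the liver channel was 67.5% in control replicate 4, against 51.9% in the lowest control array. The share of spots marked as outliers was 0.505% in control replicate 5 and 0.892% in 50 mg/kg replicate 13, against a median of 0.246% over all arrays. The liver signal over background was 1.72 in 50 mg/kg replicate 14 and 1.40 in 75 mg/kg replicate 16, against a median of 1.49. Keeping the spots marked as outliers left all 37 transcripts called at 75 mg/kg among those called, and the count of higher transcripts was 37. Without control replicate 4, 0 transcripts were lower at 75 mg/kg.

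*Cyp1a1* was at 3.46 in 75 mg/kg replicate 16 and at most at 0.32 in the other arrays of that group, and the mean of the aryl hydrocarbon receptor targets was 0.84 in the same array. A faulty spot is a candidate explanation, since the gene has 1 probe here. Of the 6 other target genes present, 3 (*Nqo1*, at 0.80 against 0.78 in the next array, *Cyp1b1*, at 0.18 against -0.03, and *Ahrr*, at 0.23 against 0.21) were at their highest of the 75 mg/kg arrays in that array, and 1 of them (*Nqo1*) was also above all controls, which does not decide between a faulty spot and a stronger response in this mouse. *Nqo1* and *Ahrr* were named after their values were seen. Differences between the mice in the dose received or in the response to it were not tested, and the explanations cannot be told apart for this array. A mean of the aryl hydrocarbon receptor targets as large as that at 75 mg/kg came from 2 of 100 splits, but the 4 other exposed arrays were between 0.10 and 0.23. A single exposed array is a candidate explanation of the mean. Without replicate 16 it was 0.1626 (exact permutation p = 0.0238, adjusted p = 0.0912 by camera), which leaves this open.

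Endothelial cell markers, which the paper does not discuss as a set, rose at both higher doses. The list holds 34 genes, 33 of them tested, and the study names 7 in its supplementary table from these samples. Their mean log2 fold change was 0.36 at 50 mg/kg and 0.52 at 75 mg/kg, with the list mean of 5 of 5 exposed arrays above all controls at each dose, at adjusted p of 4.25e-17 and 2.51e-21 by camera and 0.0260 and 0.00120 by fry. Of other splits of the same arrays, none gave a mean as large at either dose (1 of 100 with the real split, at 50 and at 75 mg/kg). This argues against chance, but only lists past the threshold by camera were set beside splits, without adjustment over the lists. With slide as a block the list kept an adjusted p of 0.0110 by fry at 75 mg/kg. In the reference channel alone the change at 75 mg/kg was 0.0574 (exact permutation p = 0.286), which does not bear on an effect of position on the liver channel alone. A lower share of hepatocytes would raise markers of all other cell types alike. Endothelial markers rose relative to bile duct markers by 0.57 (exact permutation p = 0.00794, the smallest that 5 arrays against 5 allow), and bile duct markers changed by -0.04, which argues against it. Hepatocyte markers did not fall. Their mean was 0.36 at 50 mg/kg and 0.47 at 75 mg/kg, near that of endothelial markers (adjusted p = 0.199 and 0.0627 by fry), with no exposed array above all controls. A rise of endothelial markers beyond that of hepatocyte markers was not tested. An effect of position on the liver channel alone cannot be told apart from dose, because all arrays at 75 mg/kg were at position 4. More endothelial cells, or a higher expression per cell, stay open and were not tested.

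Genes of sterol and fatty acid synthesis (30 genes, 29 tested, 7 in the supplementary table of the study) had a mean log2 fold change of 0.36 at 50 mg/kg and 0.37 at 75 mg/kg, with the list mean of 5 and 4 of 5 exposed arrays above all controls, at adjusted p of 0.00252 and 0.00350 by fry. A mean as large came from 1 of 100 splits at 50 mg/kg and 2 of 100 at 75 mg/kg, which argues against chance, without adjustment over the lists. The change in the reference channel alone was 0.0189 at 75 mg/kg (exact permutation p = 0.389), and with slide as a block the adjusted p was 0.0275 by fry. The value with slide as a block argues against differences between slides as the whole cause, and that of the reference channel does not bear on an effect of position on the liver channel alone. That effect, the feeding state at necropsy and an effect of BaP stay open.

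Female-biased liver genes (20 genes, 14 tested, 2 in the supplementary table of the study) had a mean log2 fold change of 0.41 at 50 mg/kg and 0.57 at 75 mg/kg, with the list mean of 2 and 5 of 5 exposed arrays above all controls, at adjusted p of 0.0440 and 0.00377 by fry. A mean as large came from 1 of 100 splits at 75 mg/kg, which argues against chance, and from 5 of 100 at 50 mg/kg, which leaves it open. Among the splits with 3 arrays of slides 1 to 3 on each side it came from 1 of 48 at 50 mg/kg. The reading at 50 mg/kg therefore depends on the set of splits, and none of these counts was adjusted over the lists. In the reference channel alone the change at 75 mg/kg was 0.0436 (exact permutation p = 0.643), which leaves an effect of position on the liver channel alone open. A shift of the sex-biased programme of the liver could raise these genes, and it would lower male-biased genes. Male-biased genes changed by 0.1097 at 75 mg/kg (adjusted p = 0.163 by fry), with 15 of 18 rising, but by -0.20 with the liver channel alone and -0.043 with slide as a block, so the test leaves this open. A separate induction of these genes by BaP stays open too. Hepatocyte markers had means of 0.36 at 50 mg/kg and 0.47 at 75 mg/kg, near those of this list, though with no exposed array above all controls. Whether female-biased genes rose beyond hepatocyte markers was not tested. At both doses the median change of the list was positive, as was the mean.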

How the results depend on the processing

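Of the alternatives below, no background correction with slide as a block, slide means removed with relabelling within slides, gene lists with slide as a block, and the genes of Table I with a present probe were chosen after the data were seen. The replicate numbers 1 to 20 do not pair mice between groups, and arrays that share a slide were compared through slide as a block and relabelling within slides. No alternative was left out.

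At 25 mg/kg the count was 0 in both directions in 14 of 14 alternatives. Leaving out 1 array gave 0 to 2 lower transcripts (2 without control replicate 3) and 0 higher. The count of lower transcripts at 50 mg/kg was 0 throughout. That of higher transcripts was 4 with the processed intensities of the scanner software, 3 with slide as a block, 4 with adjustment over the 3 contrasts together, 3 without background correction and with slide as a block, 0 to 1 with 1 array left out (1, *Marco*, without 75 mg/kg replicate 19), and 0 in the other 11.

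The count of higher transcripts at 75 mg/kg stayed within 1.5 times of 36 in 12 of 14 alternatives. It was 56 with the processed intensities and 5 when only the control and this dose entered the model, where the model has fewer samples. It was 59 without background correction and with slide as a block. With 1 array left out it ranged from 25 (without 75 mg/kg replicate 20) to 65 (without 75 mg/kg replicate 19). Of the 37 transcripts called, 36 were also called without background correction, 37 with Aquantile, 33 with the log2 ratios of the authors, 29 with the liver channel alone, 24 with the Fs statistic and 30 with slide as a block. The count of lower transcripts, 1, is too small to be stable. It was 0 without background correction, with the liver channel alone, when only the control and the dose entered the model, with the Fs statistic and with adjustment over the 3 contrasts together. It was 6 with the processed intensities, 5 with array weights, 8 with slide as a block, 3 by adjusted p alone, 8 without background correction and with slide as a block, and 0 to 7 with 1 array left out (0 without control replicate 4, 7 without 75 mg/kg replicate 19). The cause was not tested.

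The 43 transcripts with a trend became 70 with the liver channel alone, 28 with only probes well above background on all arrays, where fewer probes are tested, 95 with slide as a block and 95 without background correction and with slide as a block. They ranged from 28 (without 75 mg/kg replicate 17) to 59 (without 75 mg/kg replicate 19) with 1 array left out.

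The share estimated to differ at 25 mg/kg was 7.76% with the liver channel alone and 24.1% with array weights. For 50 mg/kg it was 0.361% with the liver channel alone, 6.54% without a presence filter, 26.3% with array weights, 23.8% with slide as a block and 25.8% without background correction and with slide as a block. For 75 mg/kg it was 8.02% with the liver channel alone and 31% with array weights. With 1 array left out it ranged from 8.16 (without control replicate 5) to 19.4% at 25 mg/kg, from 0 (without control replicate 5) to 21.3% at 50 mg/kg, and from 7.28 (without 75 mg/kg replicate 20) to 27.6% at 75 mg/kg. The cause was not tested.

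Groups did not separate over all present probes in any of the 10 alternatives (permutation p between 0.206 and 0.602). With slide means removed, 11 of 20 arrays were nearest to their own group (permutation p = 0.0219), but the separation of the groups, at 0.106, was not past the threshold (permutation p = 0.115). With 1 array left out 2 to 5 arrays were nearest to their own group. The separation of 75 mg/kg from the control ranged from 0.039 to 0.19 with 1 array left out, and the lowest exact permutation p was 0.0476, without control replicate 3. The share of transcripts that changed in the same direction as at 75 mg/kg lay between 92.3 and 98.3% at 25 mg/kg and between 96.6 and 100% at 50 mg/kg over the 9 alternatives that gave it apart from single arrays left out. With 1 array left out it lay between 87.5 (without control replicate 2) and 100% (without control replicate 5) at 25 mg/kg, and at 100% throughout at 50 mg/kg.

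p53 targets rose at 75 mg/kg under all 11 alternatives, with means between 0.26 and 0.74. The list at 50 mg/kg was past the threshold by camera, and not by fry (0.18, adjusted p = 0.130) or without the genes of the supplementary table (0.085, adjusted p = 0.218), where fewer genes are tested. The correlation with RT-PCR at 25 mg/kg was 0.66 with the processed intensities (permutation p = 0.0133). At 50 and 75 mg/kg it was between 0.57 and 0.81 and between 0.69 and 0.88 over the alternatives. With 1 array left out, it was 0.56 to 0.71 at 50 mg/kg, with a permutation p of 0.0502 without 50 mg/kg replicate 12. Over the 12 genes with a present probe it was 0.26, 0.64 and 0.68 at 25, 50 and 75 mg/kg.

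Over all lists, doses and alternatives, 1364 of 1437 values kept their direction and side of the threshold, 41 fell below it, 29 came past it and 3 changed direction. The 3 are hepatocyte markers at 25 mg/kg with the liver channel alone (-8e-04), and male-biased genes at 75 mg/kg with the liver channel alone (-0.20) and with slide as a block (-0.043). The cause was not tested. For the named genes, 3582 of 3639 values were unchanged by the same rule, 30 fell below the threshold, 27 came past it and 0 changed direction.

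The depth of the arrays limits the dimmest genes. *Cyp1a1*, *Ccne2*, *Tnfrsf10b*, *Cyp2c38* and the dimmer probe of *Cyp3a44* were not well above background on all arrays, and 19051 of the 27346 present probes were.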

Differences from the paper's values

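Of the settings in this part, no background correction with slide as a block was chosen after the values were seen.

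The paper reports 2 higher and 4 lower transcripts at 25 mg/kg/day, and 0 and 0 were found. Both differ from the paper's under all 14 alternatives set before the data were examined. The largest count of lower transcripts in any setting was 2, without control replicate 3.

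The paper reports 7 higher transcripts at 50 mg/kg/day, and 0 were found. The count differs from the paper's under all 14 alternatives set before the data were examined, and the largest was 4.

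For 75 mg/kg/day the paper reports 105 higher and 16 lower transcripts, and 36 and 1 were found. Both differ from the paper's under all 14 alternatives set before the data were examined, with at most 56 higher and 8 lower, and with 1 array left out at most 65 higher and 7 lower. With no background correction and slide as a block, chosen after the values were seen, the counts were 59 and 8.

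The paper's fold change of *Cyp3a44* at 75 mg/kg/day is 7.2 in the text and 7.22 in the supplementary table. The brighter probe, which represents the gene here, gave 1.44. It differs from the paper's under all alternatives set before the data were examined, between 1.00 with the liver channel alone and 1.46 without background correction. The dimmer probe gave 7.27, and it was called.

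The paper's fold change of *Igh-6* at 50 mg/kg/day is 3.19 in the supplementary table, and the brighter probe gave 1.75, between 1.63 and 1.88 under the alternatives set before the data were examined, all of which differ from the paper's. The dimmer probe gave 3.37, which is within 1.5 times of the paper's, and it was not called (adjusted p = 0.221 from limma).

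The paper names further genes as changed that did not pass both limits here, and some settings call them. *Cyp2b9* was called with array weights, without control replicate 1 and without 75 mg/kg replicate 19. *Cyp2c38* was called with the processed intensities of the scanner software. *Gstm3* was called without background correction, with outlier spots kept, with array weights, without control replicate 1 and without 25 mg/kg replicate 9. *Ccng1* was called with the liver channel alone, with slide as a block, without 75 mg/kg replicate 19 and, in a setting chosen after the values were seen, without background correction and with slide as a block. *Ngfr* was called without control replicate 4 and without 75 mg/kg replicate 16. *Tnfrsf1a* was called without background correction, with array weights, with slide as a block, without control replicate 2, control replicate 3, 25 mg/kg replicate 6 or 75 mg/kg replicate 19, and without background correction and with slide as a block, chosen after the values were seen. *Marco* at 50 mg/kg was called with slide as a block, with adjustment over the 3 contrasts together, without 75 mg/kg replicate 19 and, chosen after the values were seen, without background correction and with slide as a block. *Ltc4s*, whose rise the paper relates to the medium and high doses, was called at 50 mg/kg with the processed intensities.

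*Cyp2c40*, *Gstm7*, *Igf1*, *Tnfrsf10b*, *Il1b* and *Ptprm* at 75 mg/kg, *Igh-6* at 50 mg/kg and *Adamdec1* at 25 mg/kg, which the paper names as changed, were not called in any setting by the probe that represents the gene. Their log2 fold changes of 0.51, 0.57, 0.45, 0.21, 0.62, -0.44, 0.80 and 1.38 have the direction that the paper states.

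The paper states that samples of the same treatment group clustered together apart from a few, on the mRNAs it called. Here, on the 37 transcripts called at 75 mg/kg, 10 of 20 arrays were nearest to an array of their own group, and the 25 mg/kg arrays fell together with control replicates 1 to 4.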

Other observations

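The tests of single control arrays and of chance for the interferon list, of array position for the p53 list, of chance for the p53 list at 50 mg/kg and for the remaining lists, and of chance among splits balanced over slides 1 to 3, were chosen after the result was seen.

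At 25 and 50 mg/kg the count of called transcripts is 0, which every split reaches (100 of 100 at each dose), so the splits say nothing about these 2 counts. For 75 mg/kg, 2 of 100 splits gave as many, which argues against chance. The other such split called 289 transcripts, and it put 5 arrays of slides 1 to 3 on 1 side. With slide as a block, 58 transcripts were called at 75 mg/kg, 30 of the 37 among them, which argues against differences between slides as the whole cause of the 37. The share of probes estimated to differ was reached in 26, 39 and 24 of 100 splits at 25, 50 and 75 mg/kg, so over all splits chance is not excluded. The real split has 3 arrays of slides 1 to 3 on each side, and at 75 mg/kg all other splits that reached the share had unequal numbers of them. Among the splits that have the same, 1 of 46 reached the share at 75 mg/kg, which argues against chance there, while 4 of 51 at 25 mg/kg and 11 of 48 at 50 mg/kg do not exclude it. The balance does not cover slides 4 to 6. There the controls lay on slide 6 and the arrays at 75 mg/kg on slides 4 and 5, so a part from those slides is not excluded. The count of transcripts with a trend was reached in 1 of 100 relabellings, the real one, which argues against chance, and so it was for the mean change of p53 targets at 75 mg/kg (1 of 100 splits). At 50 mg/kg the mean change of p53 targets was reached in 3 of 100 splits, which argues against chance, but in 3 of the 48 balanced over slides 1 to 3, which leaves it open. The counts for lists were not adjusted over the lists.

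Position on the slide and dose coincide almost wholly, so a position effect could pass for a dose effect. Between the 75 mg/kg and control arrays, the reference channel alone gave 0 called transcripts by limma, with 1167 probes at an unadjusted p under 0.05 where chance gives 1367, and the mean change of p53 targets in it was 0.0152 (exact permutation p = 0.556). An effect alike on both channels would cancel in the ratio of liver over reference, so these values exclude no position effect that could produce the changes. An effect on the liver channel alone cannot be told apart from dose with these arrays.

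Slides 1, 2 and 3 held 1 array of each group, slides 4 and 5 held 1 array each of the 25 and 75 mg/kg groups, and slide 6 held 2 control arrays and 2 of the 50 mg/kg group. The second principal component held 13.7% of the variance, 33.3% of it between slides and 32.8% between groups.

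Genes of the interferon response (28 genes, 25 tested, 2 in the supplementary table of the study) were lower at 25 mg/kg, with a mean log2 fold change of -0.40, 22 of 25 genes lower and the list mean of 2 of 5 exposed arrays below all controls, at an adjusted p of 0.0986 by fry. At 50 and 75 mg/kg the mean was -0.19 and -0.21, and -0.07 and -0.09 without control replicate 1 (-0.30 and -0.32 without control replicate 3). A mean as large as that at 25 mg/kg was reached in 5 of 100 splits, which does not exclude chance, and in 2 of the 51 balanced over slides 1 to 3. The reading at 25 mg/kg therefore depends on the set of splits. At 50 and 75 mg/kg it was reached in 32 and 30 of 100, so chance cannot be excluded there. A single high control array is a candidate explanation. Without control replicate 1, the mean was -0.2785 (exact permutation p = 0.0873, against 0.0556 with all arrays), which leaves it open.

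The labels of the samples name lungs as well as liver. Of 9 lung epithelium markers on the arrays, 2 were well above background on all 20 arrays, against 18 of 18 hepatocyte markers, which argues against lung RNA. *Xist* was well above background on 0 arrays and *Ddx3y*, *Eif2s3y* and *Kdm5d* on 20, as in males, and *Uty* on 8.

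Mean log2 fold changes at 25, 50 and 75 mg/kg of the remaining lists were 0.39, 0.36 and 0.47 for hepatocyte markers (adjusted p = 0.0627 by fry at 75 mg/kg, with no exposed array above all controls), 0.17, 0.28 and 0.24 for Kupffer cells, 0.19, 0.32 and 0.30 for stellate cells and fibroblasts, and -0.09, -0.08 and -0.04 for bile duct cells, whose median at 75 mg/kg was 0.01. They were -0.07, -0.04 and -0.01 for B cells, -0.09, -0.08 and -0.12 for T cells, 0.12, 0.12 and 0.35 for neutrophils, 0.27, 0.04 and 0.11 for male-biased genes, and -0.14, -0.03 and 0.02 for the mitotic cell cycle. For lung epithelium the mean was 0.04 at 50 mg/kg and within 0.01 of 0 at the other doses. At 25 mg/kg, the means of endothelial, sterol and female-biased genes were 0.30, 0.18 and 0.28, at adjusted p of 0.0986, 0.152 and 0.0986 by fry. By camera, with its preset correlation, adjusted p was under 0.05 for hepatocyte, stellate cell and interferon genes at all 3 doses, for Kupffer cells at 25 and 50 mg/kg, for male-biased genes at 25 and 75 mg/kg, and for mitotic, endothelial, sterol and female-biased genes at 25 mg/kg. None of these calls holds under fry. With slide as a block, a setting chosen after the data were seen, the Kupffer cell mean was 0.01, 0.28 and 0.08 at the 3 doses. Without the block, the median of the Kupffer cell list at 75 mg/kg was 0.08, below its mean, with *Marco* at 2.19. Several of the means of these lists moved by more than 1.5 times with 1 control array left out. Without control replicate 4, hepatocyte markers were at 0.21, 0.19 and 0.29 at the 3 doses. Without control replicate 2, stellate cells and fibroblasts were at 0.09 and 0.20 at 25 and 75 mg/kg, the mitotic cell cycle at -0.22 at 25 mg/kg (-0.085 without control replicate 5), and male-biased genes at 0.034 at 75 mg/kg (0.22 without control replicate 1). For these lists a mean as large came, of 100 splits at 25, 50 and 75 mg/kg, from 14, 16 and 9 for hepatocytes and 24, 4 and 8 for stellate cells and fibroblasts. It came from 17 and 7 at 25 and 50 mg/kg for Kupffer cells, from 10 and 46 at 25 and 75 mg/kg for male-biased genes and, at 25 mg/kg, from 28 for the mitotic cell cycle, 4 for endothelial, 6 for sterol and 8 for female-biased genes. The 4 of 100 for stellate cells and fibroblasts at 50 mg/kg and for endothelial genes at 25 mg/kg argue only weakly against chance. They were not adjusted over the lists, and the adjusted p by fry was 0.106 and 0.0986. For the others chance is not excluded. Among the splits balanced over slides 1 to 3, endothelial genes at 25 mg/kg were reached in 3 of 51, which does not exclude chance.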
